# Comparative analyses of the variation of the transcriptome and proteome of *Rhodobacter sphaeroides* throughout growth

**DOI:** 10.1186/s12864-019-5749-3

**Published:** 2019-05-09

**Authors:** Jochen Bathke, Anne Konzer, Bernhard Remes, Matthew McIntosh, Gabriele Klug

## Abstract

**Background:**

In natural environments, bacteria must frequently cope with extremely scarce nutrients. Most studies focus on bacterial growth in nutrient replete conditions, while less is known about the stationary phase. Here, we are interested in global gene expression throughout all growth phases, including the adjustment to deep stationary phase.

**Results:**

We monitored both the transcriptome and the proteome in cultures of the alphaproteobacterium *Rhodobacter sphaeroides*, beginning with the transition to stationary phase and at different points of the stationary phase and finally during exit from stationary phase (outgrowth) following dilution with fresh medium. Correlation between the transcriptomic and proteomic changes was very low throughout the growth phases. Surprisingly, even in deep stationary phase, the abundance of many proteins continued to adjust, while the transcriptome analysis revealed fewer adjustments. This pattern was reversed during the first 90 min of outgrowth, although this depended upon the duration of the stationary phase. We provide a detailed analysis of proteomic changes based on the clustering of orthologous groups (COGs), and compare these with the transcriptome.

**Conclusions:**

The low correlation between transcriptome and proteome supports the view that post-transcriptional processes play a major role in the adaptation to growth conditions. Our data revealed that many proteins with functions in transcription, energy production and conversion and the metabolism and transport of amino acids, carbohydrates, lipids, and secondary metabolites continually increased in deep stationary phase. Based on these findings, we conclude that the bacterium responds to sudden changes in environmental conditions by a radical and rapid reprogramming of the transcriptome in the first 90 min, while the proteome changes were modest. In response to gradually deteriorating conditions, however, the transcriptome remains mostly at a steady state while the bacterium continues to adjust its proteome. Even long after the population has entered stationary phase, cells are still actively adjusting their proteomes.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5749-3) contains supplementary material, which is available to authorized users.

## Background

Most bacteria live in environments that do not sustain continuous growth. Rather, natural populations are typically stationary with respect to growth, since factors required for growth are usually limiting (e.g., nutrients, oxygen) or growth-inhibiting factors (e.g., waste products) have accumulated (reviewed in [1]). However, stationary phase is not necessarily the end state. Bacterial growth resumes as soon as environmental conditions become favorable again. Presumably, stationary phase populations are optimized to cope with either of two possibilities. On one hand, they must withstand the challenging environmental conditions that prevent growth. On the other hand, they should be capable of rapidly resuming growth in case of environmental changes that favor growth. A goal of this study was to learn how the bacteria cope with this situation. Transcriptomic and proteomic data on a bacterial population as it traverses through the various growth states can provide some hints. Transcriptomic approaches have been used to study the changes between the growth phases [2, 3]. A combined transcriptomic and proteomic approach has the advantage of providing deeper insights into the molecular changes underlying bacterial growth adaptation [4–7]. Generally, we expected the information flow from DNA to RNA to correlate with the RNA to protein conversion, i.e., changes in the transcriptome are predicted to lead to corresponding changes in the proteome and metabolome. However, evidence is emerging from a wide spectrum of organisms that RNA abundances do not generally correlate well with protein abundances [8]. Another goal of this study was to see if this is indeed the case.

In a previous study, we analyzed transcriptome data from our model organism, *Rhodobacter sphaeroides*, in the exponential phase and after various incubation times in the stationary phase [9]. *R. sphaeroides* is a facultative phototrophic alphaproteobacterium, mostly found in fresh water habitats. These environments are subject to frequent changes, and this is reflected in the flexibility of *R. sphaeroides* to select from a number of metabolic pathways to optimize growth and minimize stress. For example, *R. sphaeroides* uses aerobic respiration for ATP production in the presence of sufficient oxygen levels. Should the oxygen tension decrease, the bacteria start to form photosynthetic complexes. If light is available, anoxygenic photosynthesis is performed [10]. Since the simultaneous presence of light, oxygen and bacteriochlorophyll leads to photooxidative stress by the generation of the harmful singlet oxygen, the bacteria try to avoid this situation by repressing photosynthesis gene expression in the presence of light and oxygen [11, 12]. Additionally, they mount a response to protect against the ensuing photooxidative stress [13, 14]. The response of *R. sphaeroides* to several stresses like oxidative stress (hydrogen peroxide), photooxidative stress (singlet oxygen), and iron limitation has been intensively studied [14–19]. This large body of knowledge on the *R. sphaeroides* response to various stresses provides us with an opportunity to compare the transcriptome of this bacterium in various stress responses with the transcriptome at different growth phases. In particular, we are interested in common regulatory factors and expression patterns.

The success of this approach was exemplified in a previous study on *R. sphaeroides* that focused on transcriptomic changes during exit from stationary phase following access to fresh nutrients (referred to hereafter as outgrowth). Our data revealed that the alternative sigma factors RpoHI and RpoHII are important players in the outgrowth following an extended stationary phase. RpoHI and RpoHII are also required for the response to a variety of stresses, including heat, singlet oxygen, hydrogen peroxide, superoxide, and CdCl_2_ [20]. Remarkably, there was a significant overlap between the outgrowth transcriptome and that of the photooxidative stress response [9], suggesting that the bacterial response to the sudden change in conditions which initiate outgrowth is similar to the photooxidative stress response.

This study presents a comprehensive comparative analysis of changes in the transcriptome and compares this to the proteome over the different growth phases. We include not only transcriptomic and proteomic data during the transition to stationary phase, but also the proteome in deep stationary phase. The transcriptome data are based on a previously published microarray analysis [9], and the proteome data are based on quantitative mass spectrometry.

## Results

### Global comparison of transcriptome and proteome changes during growth

Data from cultures in mid-exponential phase (optical density at 660 nm (OD_660_) 0.5–0.6) served as reference for analyzing data from all other growth phases. These included the transition phase at 10 h after inoculation (OD_660_ 1.2–1.3, trans), initial stationary phase at 28 h (OD_660_ 1.7–1.8, stat 28 h), deep stationary phase at 72 h (OD_660_ 1.1–1.2, stat 72 h), and the following outgrowth from stationary phase upon dilution of stationary phase culture with fresh medium to an OD_660_ of 0.2 [9]. This dilution of stationary phase culture was performed either after 28 h (out 28 h 20’and out 28 h 90′) or after 72 h (out 72 h 20’and out 72 h 90′) of incubation and samples were taken at 20 min and 90 min after dilution. Changes in gene expression were detected by comparing expression levels at later phases to those obtained from exponential phase cultures and are referred to hereafter as log_2_ fold changes (log_2_FC). All expression changes (log_2_FC) are listed in Additional file 1: Table S1.

For the transcripts, RNA of six independent cultures was combined into two pools (three to each pool), and then each pool was hybridized to one array. Thus, the data for each growth phase is based on two microarray data sets, each based on pooled RNA from three independent bacterial cultures. 

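The RNA of *Rhodobacter sphaeroides* was measured on Agilent arrays with 2 colours. Each array held RNA of a later growth phase labelled with Cy3 and RNA of exponential phase labelled with Cy5. The dyes were not swapped, so dye and growth phase cannot be told apart in comparisons with exponential phase. Values of 19 arrays were analysed, 11 of them from cultures under low aeration, as in the paper, and 8 from aerobic cultures. Under low aeration, the transition phase and the outgrowths at 20 min and 90 min after 28 h and after 72 h each had 2 arrays, one per pool. The sample labels of the later outgrowths give 57 h in stationary phase, while the paper gives 72 h of incubation, and the paper's name is used here. A single stationary phase array under low aeration has no hour in its label, and other stationary phase arrays under low aeration were not analysed here.
Feature Extraction, the Agilent scanner software used by the authors, gave the median intensity of each spot and of the ring around it. These intensities were corrected with normexp (offset 50) and the local background and normalized by loess within each array. The log2 ratio of the later phase over exponential phase (log2FC) was averaged over the spots of a probe and over the up to 3 probes of a feature. The array holds 13218 probes for 4516 features. A feature was counted as detected in a growth phase if at least 1 of its probes was well above background in at least 1 channel on every array of the phase. All features except those named IGR (intergenic regions, which include the sRNAs of Table S3) were counted as transcripts, among them 37 named for other RNAs, such as antisense RNAs and IG-RSP0254/55. Changes were tested with limma on the arrays under low aeration, and features with a Benjamini-Hochberg adjusted p under 0.05 are referred to as called. All phases share one estimate of the spread, since 2 arrays per phase limit the precision. The pools did not spread equally. The standard deviation of their difference divided by 2 was 0.058 and 0.064 after 28 h, at 20 min and 90 min. After 72 h it was 0.158 and 0.163. Calls may therefore be too many after 72 h and too few after 28 h, and their numbers are not directly comparable.
The treatment of the background can change these numbers. On the arrays of the transition phase, the median Cy3 intensity was 2850 and 3198, that of the local background 27.5 and 28, and that of the 77 negative control spots 1146 and 1367. On the 20 min arrays of the outgrowth after 72 h, the median Cy3 intensity was 2319 and 1775 and that of the negative controls 1659 and 1283. Transcripts were ranked by their mean intensity over the arrays under low aeration and divided into 3 equal groups, of which the detected ones were counted. At 20 min of outgrowth after 72 h, 29.3% of the dimmest group had a log2FC past 0.65 in either direction, compared to 5.01% without background subtraction. In the brightest group these were 62.0% and 48.6%. Both arrays of a phase lie on the same slide, and the arrays of the outgrowth after 72 h lie on a slide of their own, scanned on another day. Slide and growth phase therefore cannot be told apart for these arrays.
The array files list genes by numbers. Table S1 was in hand for 1909 of its 4510 rows, and Table S4 in part. A feature was named where the authors' normalized log2 ratios, averaged over probes and arrays, equalled the values of a gene in these tables to 6 digits in at least 3 phases. This named 2161 features, and 0 of 2667 genes with shuffled values found a feature.

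**Figure D1:**
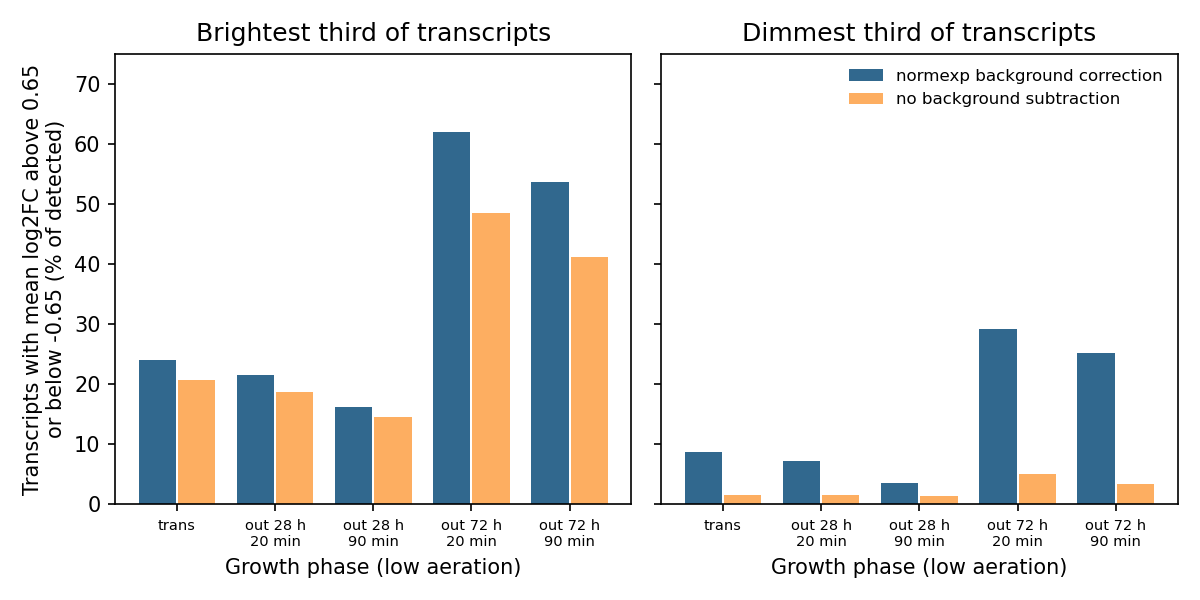
Percentage of detected transcripts with a mean log2FC past 0.65 in either direction in each growth phase under low aeration, among the brightest and among the dimmest of 3 groups of transcripts ranked by mean intensity over the arrays under low aeration, with normexp and without background subtraction. In the outgrowth after 72 h at 20 min, the dimmest group is at 29.3% with normexp and 5.01% without subtraction.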

For the proteome analysis, the data for each growth phase is based upon three independent measurements, each representing a pool of extracts from three independent cultures.

Figure 1 depicts the changes in the transcriptome over time and Fig. 2 the changes in the proteome. Box plots (Figs. 1a, 2a) provide a summarized overview of the dynamics of the transcriptome and proteome at different growth phases, where the height of the boxes indicates overall variation in RNA or protein levels. 

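Over the detected transcripts, the interquartile range of log2FC was 0.59 in the transition phase (0.55 and 0.63 in the pools). After 28 h it was 0.47 at 20 min of outgrowth (0.47 and 0.48) and 0.34 at 90 min (0.39 and 0.31). After 72 h it was 1.20 at 20 min (1.15 and 1.27) and 1.06 at 90 min (1.04 and 1.09), so these differed from the other phases by more than pools differed from each other. Without background subtraction, the range was 0.41 in the transition phase, 0.31 and 0.25 after 28 h and 0.61 and 0.56 after 72 h, at 20 min and 90 min. A mean log2FC past 2 in either direction was found for 43 transcripts (1.04%) in the transition phase. These were 63 (1.49%) and 58 (1.39%) in the outgrowth after 28 h and 327 (7.58%) and 246 (5.74%) in the outgrowth after 72 h, at 20 min and 90 min. In both pools, 16 transcripts passed 2 in the transition phase, 55 and 50 after 28 h and 290 and 203 after 72 h.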

Figure 1a indicates low interquartile distance, i.e., that most transcripts with detectable change show mild changes in expression (log_2_FC < 2) over the various growth phases. Only relatively few transcripts show strongly changed levels. For a more precise description, Additional file 2: Table S2 lists an eight-number summary for each of the transcriptome samples. Additional file 2: Table S2A is essentially a numeric representation of the graphical box plot of Fig. 1a, plus details on the amounts of measured transcripts in each sample. In Fig. 1a, genes detected as having changed transcript levels are represented by circles, with the strongest changes located furthest from zero on the Y-axis. Compared to the data points from the transition phase (trans), where adaption from exponential phase to stationary phase occurs, the following growth phases tend to show stronger changes in transcript abundance. 

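The most negative mean log2FC was -2.98 in the transition phase and -4.50 and -5.40 in the outgrowth after 28 h, at 20 min and 90 min. In the outgrowth after 72 h it was -10.33 and -10.68. Feature 640071467, which the files do not pair with a name, had these values after 72 h. It was not well above background in the Cy3 channel there, and neither was feature 640071468 (-9.70 and -9.57). Which of them decreased most, and by how much, is therefore not measured. With the local background subtracted and its Cy3 intensity set to the detection limit, the level of 640071467 was at least 470-fold lower than in exponential phase at 20 min. At 90 min it was at least 497-fold lower. These limits hold only for this background, since without background subtraction its log2FC was -7.12 and -7.27, which is a smaller decrease. The standard deviation of log2FC over the detected transcripts was 0.56 in the transition phase, 0.55 and 0.51 in the outgrowth after 28 h and 1.12 and 1.02 in the outgrowth after 72 h. Across transcripts, which are not independent replicates, the log2FC of the 2 pools correlated with r = 0.949 in the transition phase, 0.978 and 0.974 after 28 h and 0.961 and 0.950 after 72 h.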

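Of the transcripts with a mean log2FC past 0.65 in either direction, 76.2% were decreased in the transition phase (499 decreased and 156 increased). After 28 h, 78.9% were decreased at 20 min (456 and 122) and 81.0% at 90 min (316 and 74). After 72 h, the decreased transcripts made up 53.1% at 20 min (1057 and 933) and 54.1% at 90 min (926 and 785). The direction after 72 h at 20 min depends on the processing, since with the log ratios of Feature Extraction 1379 transcripts were increased and 1323 decreased.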

In most cases, the abundance decreases. The extent of most transcript changes is relatively low for early (28 h) stationary phase and subsequent outgrowth as well as for late (72 h) stationary phase. In contrast, outgrowth after 72 h showed a relatively high number of transcripts with very strong changes. 

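The number of transcripts with a mean log2FC past 0.65 was 655 in the transition phase (575 and 775 in the pools). At outgrowth after 28 h it was 578 at 20 min (562 and 599) and 390 at 90 min (439 and 354). The transition phase differed from the outgrowth at 20 min by less than its own pools differed from each other. Without background subtraction these numbers were 419, 380 and 294, and with a threshold of 1 they were 316, 273 and 200.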

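Outgrowth after 72 h had 1990 transcripts with a mean log2FC past 0.65 at 20 min (1953 and 2085 in the pools) and 1711 at 90 min (1757 and 1765). Without background subtraction these were 1030 and 848. A direct limma contrast with the outgrowth after 28 h called 2972 of 4288 features at 20 min, of which 1591 were higher and 1381 lower after 72 h. At 90 min it called 2848 of 4215 features (1478 higher and 1370 lower). With any 1 of the 4 arrays left out, between 2475 and 2860 features were called at 20 min and between 2327 and 2795 at 90 min. With median centring in place of loess, the lower features prevailed, with 1168 higher and 1347 lower at 20 min and 1092 and 1265 at 90 min. These contrasts include any difference between the slides. RSP_1409 (Beta-Ig-H3/Fasciclin) had a log2FC at 20 min of 4.57 (standard error 0.15, adjusted p = 6.60e-08 from limma with Benjamini-Hochberg adjustment; 4.38 and 4.76 in the pools).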

A kernel density estimator (KDE) also shows this pattern in Fig. 1b. The KDE models the distribution of the underlying data and is comparable to a smoothened histogram. As the area underneath the curve is always normalized to 1, a direct comparison of distributions, even between samples with different sample sizes, is possible. In the KDE plot (Fig. 1b), a lower peak in the center of the curve, which is always close to zero (on the x-axis), correlates to a higher number of genes with changed transcript levels. Additionally, the broader the peak, the more transcripts show changed level. Thus, the KDE plot reveals that the transcripts from the outgrowth samples after 72 h are very similar to one another and distinct from those of the other growth phases. These outgrowth samples tend to have a higher amount of changed transcripts and fewer transcripts with non-changed levels. Additionally, this pattern is easily observable via a heatmap (Fig. 1c).

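The kernel density of log2FC peaked at a density of 0.507 in the outgrowth after 72 h at 20 min (0.520 and 0.482 in the pools) and 0.574 at 90 min (0.583 and 0.555). The peak was at 1.02 in the transition phase and at 1.28 and 1.69 in the outgrowth after 28 h. The density curves of both outgrowth samples after 72 h shared 93.9% of their area, compared to 95.1% and 94.2% shared by the pools of each sample. With the outgrowth after 28 h they shared between 53.8% and 66.4%, and with the transition phase 66.7% and 71.9%. The samples after 28 h shared 88.3% with each other. Shared area compares the distributions and not the changes of single transcripts.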

**Fig. 1:**
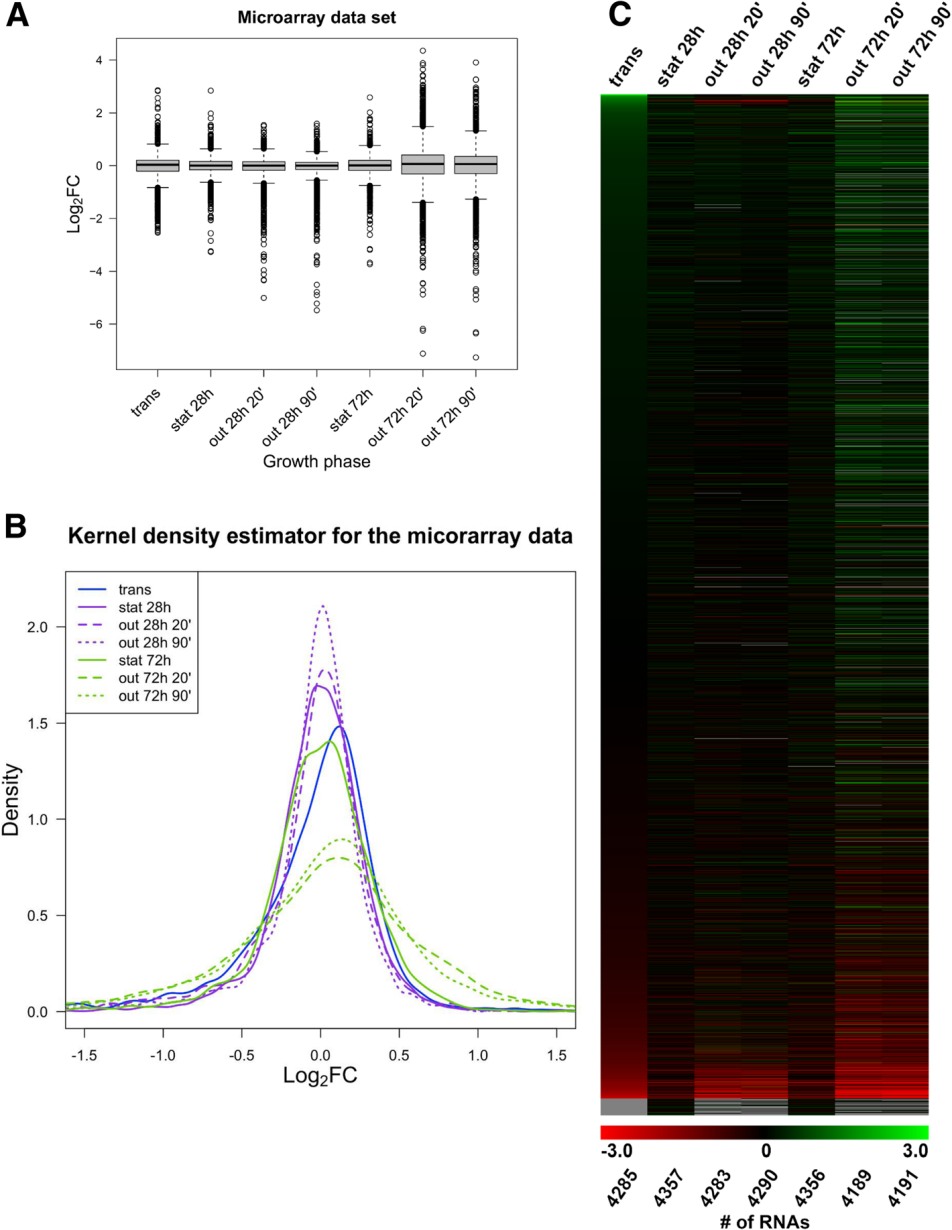
Changes of RNA levels as monitored by microarrays throughout the growth phases. Levels of RNAs in later growth phases were normalized to RNA levels in exponential phase. Box plots (**a**) give an overview on the transcriptome variability of the different samples. Kernel density estimators (KDE) (**b**) compare the distribution of growth phase-dependent changes in gene expression. The heat map (**c**) gives a global overview of the changes in RNA levels at single gene resolution. The ranking of genes is based upon the degree of log_2_FC observed in transition phase, with the highest increases in transcript abundance in the transition phase appearing at the top of the heat map. Indicated underneath the heat map is the total number of transcripts detected at each growth phase

**Fig. 2:**
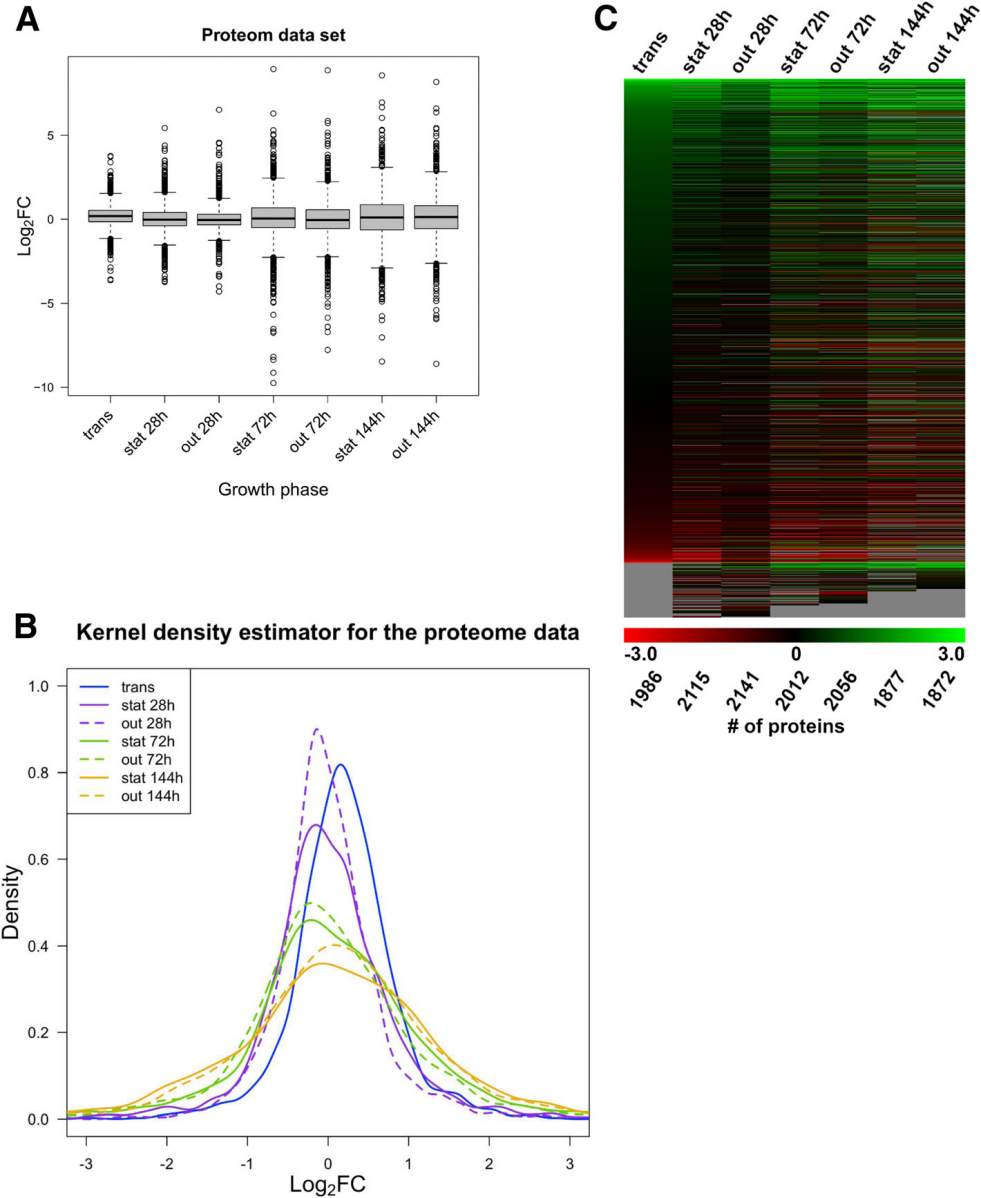
Changes of protein levels as monitored by quantitative mass spectrometry throughout the growth phases. Levels of proteins in later growth phases were normalized to protein levels in the exponential phase. Box plots (**a**) give an overview on the proteome variability of the different samples. Kernel density estimators (KDE) (**b**) compare the distribution of growth phase-dependent changes in protein levels. The heat map (**c**) gives a global overview of the changes in protein levels for each individual gene. The ranking of genes is based upon the degree of log_2_FC observed in transition phase, with the highest increases in protein abundance in the transition phase appearing at the top of the heat map. Indicated underneath the heat map is the total number of proteins detected at each growth phase

A similar analysis was performed for the proteome (Fig. 2 and Additional file 2: Table S2B), with the exception of an additional sample taken 144 h after inoculation and another during the following outgrowth. For protein quantification, the outgrowth samples were taken only at the later time point of 90 min after dilution with fresh nutrients (not at 20 min), since a preliminary proteome analysis revealed very little differences between 20 min and 90 min (data not shown). As was the case for the transcriptome, analysis of the proteomic data revealed that the changes in protein expression generally became more pronounced with increasing culture age. Interquartile distance, whiskers and extremes increased in the later stationary phases (72 h and 144 h) and their respective outgrowths (Fig. 2a). However, the samples taken 144 h after inoculation do not show larger variability than the 72 h samples. 

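Of the transcripts with a mean log2FC past 2, 10 were increased and 33 decreased in the transition phase. After 28 h, 1 was increased and 62 were decreased at 20 min of outgrowth, and 0 and 58 at 90 min. After 72 h, 125 were increased and 202 decreased at 20 min, and 85 and 161 at 90 min.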

Interestingly, the scattering of strongly increased and strongly decreased proteins is considerably more symmetrical than that for the transcriptome, which showed a clear tendency towards a higher number of decreased transcripts. Again, this observation is supported by the KDE analysis (Fig. 2b). Another difference to the transcriptome is the similarity between 72 h stationary phase and following outgrowth (see also the 144 h samples). In the proteomic data, the 72 h stationary phase KDE peak was typically close to its respective outgrowth peak, whereas in the transcriptome data, the 72 h stationary phase peak and its respective outgrowth peak had moved further apart, indicating stronger changes in the transcriptome during outgrowth.

Our data revealed that both transcriptome and proteome show rising variability with increasing culture age, which is reflected by widening box plots and KDEs. Within the KDEs, a shift of density from high peaks in the middle in earlier phases to broader curves in later phases is observable. This widening dynamic reflects the increasing amounts of transcripts or proteins with changed levels. This is further confirmed by the percentages of transcripts/proteins with changed level as discussed in the next section.

Overall, the proteomic data indicated higher dynamic changes than the transcriptome, as judged by comparing the box plots (Figs. 1a and 2a), accompanying 8-number summaries (Additional file 2: Table S2) and heatmaps (Figs. 1c and 2c).

The relative heights of the heatmaps reflect the numbers of detected transcripts or proteins. The heatmap analysis is also useful at this point, since the gray regions at the bottom of the heatmaps represent transcripts and proteins that were undetected in some growth phases. Sample sizes are also provided in the 8-number summaries (Additional file 2: Table S2A, Additional file 2: S2B). 

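Of 4409 features not named IGR, 4115 were detected in the transition phase, 4238 and 4161 in the outgrowth after 28 h and 4315 and 4287 in the outgrowth after 72 h. When a probe had to be well above background in both channels, these were 3928, 4146, 4045, 3485 and 3765.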

The total number of transcripts detected (≈4300) was approximately double the number of proteins (≈ 2000). In a previous study by Remes et al. (2017), the threshold for detection of changed transcripts was set at a log_2_FC of > 0.65 or < − 0.65. We have used this same cutoff, both for the transcriptome and the proteome. The data is summarized in Table 1.

**Table 1:** Comparison between overall changes in RNA transcripts and proteins using a log2FC of > 0.65 or < − 0.65

RNA transcripts (microarray)								
	trans	stat28h	out 28 h 20′	out 28 h 90’	stat 72 h	out 72 h 20′	out 72 h 90’	Sum
Total number	4285	4357	4283	4290	4356	4189	4191	29,951
Total changed log_2_FC (<− 0.65 or > 0.65)	397	175	353	275	265	1117	910	3492
Percentage	9.26%	4.02%	8.24%	6.41%	6.08%	26.67%	21.71%	11.66%
Up (> 0.65)	84	55	56	40	92	583	415	1325
Percentage up	1.96%	1.26%	1.31%	0.93%	2.11%	13.92%	9.90%	4.42%
Down (<−0.65)	313	120	297	235	173	534	495	2167
Percentage down	7.30%	2.75%	6.93%	5.48%	3.97%	12.75%	11.81%	7.24%
Proteins								
	trans	stat 28 h	out 28 h	stat 72 h	out 72	stat 144 h	out 144 h	Sum
Total number	1986	2115	2141	2012	2056	1877	1872	14,059
Total changed log_2_FC (<−0.65 or > 0.65)	471	599	427	886	864	1028	947	5222
Percentage	23.72%	28.32%	19.94%	44.04%	42.02%	54.77%	50.59%	37.14%
Up (> 0.65)	346	318	212	500	436	579	544	2935
Percentage up	17.42%	15.04%	9.90%	24.85%	21.21%	30.85%	29.06%	20.88%
Down (<−0.65)	125	281	215	386	428	449	403	2287
Percentage down	6.29%	13.29%	10.04%	19.18%	20.82%	23.92%	21.53%	16.27%

Using the threshold of log_2_FC of > 0.65 or < − 0.65, the number of proteins detected as changed (compared to levels in the exponential phase) were typically higher than the number of transcripts detected as changed. In fact, the sum total of changed proteins over all growth phases averaged at 37% of all detected proteins, while that of changed transcripts only at 11%. This difference is illustrated in Fig. 3. We interpret this outcome to reflect the higher dynamic range of changes on the proteome level. Also noteworthy is that the percentage of proteins with changed levels rises in the stationary phase, particularly in the extended stationary phase (72 h and 144 h) and the following outgrowth. In contrast, the percentage of transcripts with changed levels remains relatively low (< 10%) in all growth phases except for the outgrowth following deep stationary phase (72 h).

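The percentage of detected transcripts with a mean log2FC past 0.65 was 15.9% in the transition phase (14.0% and 18.8% in the pools). It was 13.6% (13.2% and 14.1%) and 9.37% (10.5% and 8.49%) at 20 min and 90 min of outgrowth after 28 h. After 72 h it was 46.1% at 20 min (45.2% and 48.2%) and 39.9% at 90 min (41.0% in each pool), so that each pool was above every pool of the other phases. Without background subtraction the percentage was 10.2% in the transition phase, 8.97% after 28 h at 20 min and 23.9% after 72 h at 20 min.

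**Figure D2:**
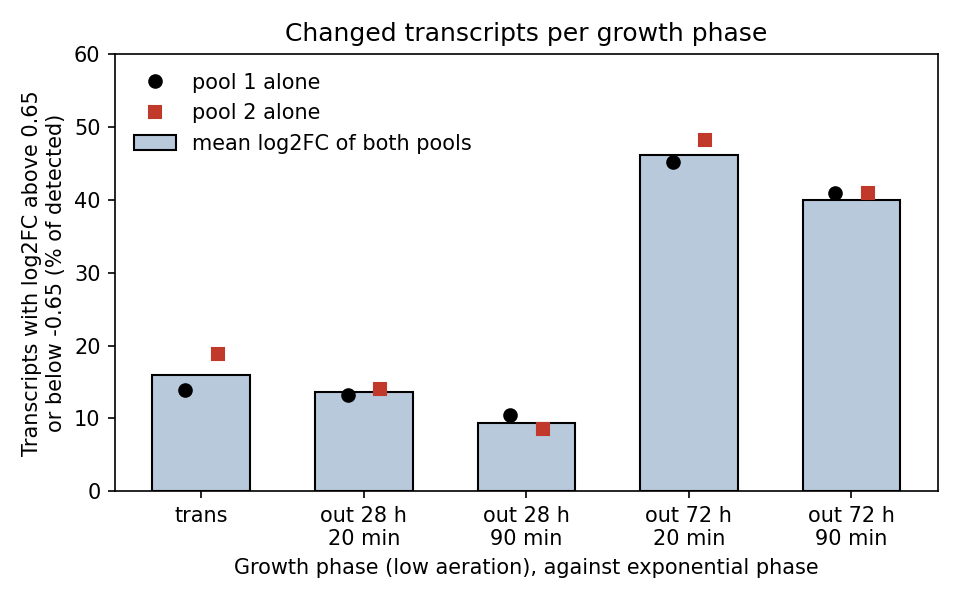
Percentage of detected transcripts with a log2FC past 0.65 in either direction in each growth phase under low aeration, relative to exponential phase, from the mean of 2 pools (bars) and from each pool (points). The outgrowths after 72 h are at 46.1% and 39.9%.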

**Fig. 3:**
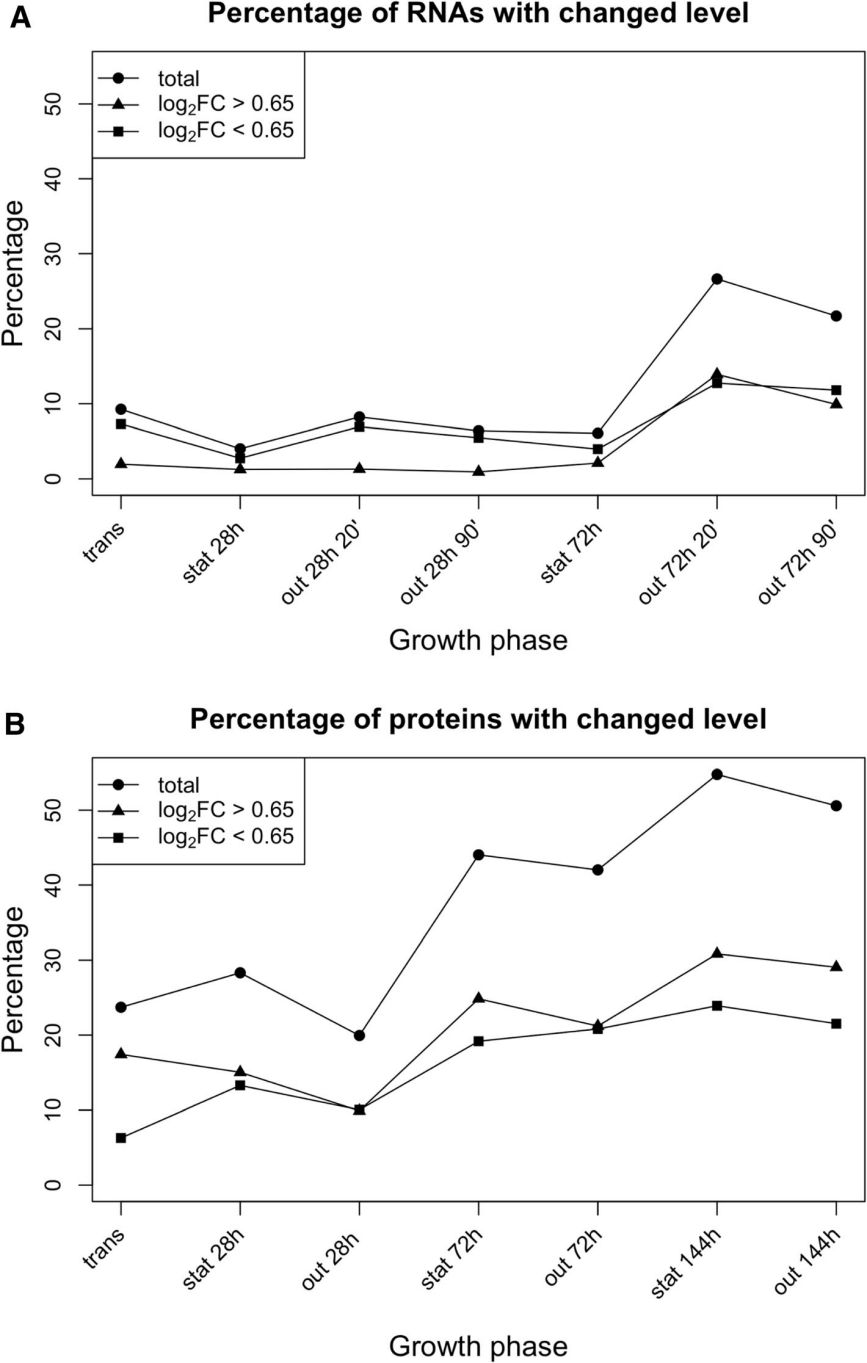
Percentage of transcripts (**a**) and proteins (**b**) with changed levels throughout growth. For both the microarray and proteome data, the status of changed versus not-changed were determined using thresholds of log_2_FC 0.65 and − 0.65. In each case, the percentage of transcripts or proteins with levels exceeding the cutoffs were determined for each growth phase. For a direct comparison, both graphs harbor identical scales on the ordinate

### Correlation of individual growth phases

The pattern of transcripts and proteins with changed levels within each growth phase was addressed in the previous section. How does the pattern compare between the growth phases? To get an in-depth view of the similarity between all growth phases, Pearson correlation coefficients (PCC) were generated for all possible combinations using the microarray data as well as the proteome data and presented as dendrograms in the supplementary data Additional file 5: Figure S1. The most important comparisons are listed in Table 2A and B. As expected, high degrees of correlation for transcriptome samples were observed between stationary phases at 28 and 72 h (PCC of 0.90). This fits to a scenario in which the transcriptome is relatively static upon reaching the stationary phase. Also, the outgrowth samples revealed high correlation between 20 min and 90 min, regardless of whether this outgrowth followed early (28 h, PCC of 0.92) or extended (72 h, PCC of 0.96) stationary phase. In contrast, correlation was lower when comparing outgrowths from early versus extended stationary phase (PCCs between 0.41 and 0.53). This fits with a previous observation that the duration of the stationary phase has a strong effect on the outgrowth transcriptome [9]. 

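Across 4145 transcripts, log2FC at 20 min and 90 min of outgrowth after 28 h correlated with r = 0.898 (0.906 and 0.876 in the pools). After 72 h, r was 0.956 across 4278 transcripts (0.955 and 0.951). Transcripts are not independent replicates, so no p is given. The rank correlation (Spearman) was 0.834 and 0.948. All phases are compared to RNA of exponential phase, which can raise r. In 100 simulations, phases without any change correlated with r = 0.501. This was fixed by the setting, where noise of this reference equals that of each phase, so it says nothing about these data. With the spread between pools divided equally between the channels, noise of this reference would add 0.0200 after 28 h. For pairs across the outgrowths it would add between 0.00909 and 0.0107. The effect of exponential phase RNA common to the arrays under low aeration was not measured. Between different pools, r was 0.884 after 28 h and 0.917 after 72 h. A limma contrast of 90 min with 20 min called 216 of 4250 features after 28 h (150 higher and 66 lower at 90 min) and 618 of 4382 after 72 h (318 and 300). With any 1 of the 4 arrays left out, it called between 9 and 30 features after 28 h, so this number rests on every array, and between 377 and 670 after 72 h. With median centring in place of loess it called 27 features after 28 h (9 higher and 18 lower) and 156 after 72 h (65 and 91), so the prevailing direction depends on the normalization. The differences between same-numbered pools at 20 min and 90 min correlated with r = 0.810 after 72 h and 0.315 after 28 h. Pool 1 always lay in row 1 of its slide and pool 2 in row 2, so pool and slide row cannot be told apart. With the pool number as a block within each outgrowth, an alternative chosen after seeing the data, the contrast called 546 features after 28 h and 1121 after 72 h.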

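Outgrowths after 28 h and after 72 h correlated with r = 0.471 when both were at 20 min (0.439 and 0.481 in the pools) and 0.497 when both were at 90 min (0.443 and 0.525). The 20 min sample after 28 h and the 90 min sample after 72 h had r = 0.540 (0.487 and 0.566), and the 90 min sample after 28 h and the 20 min sample after 72 h had r = 0.426 (0.391 and 0.440). The gap to the values within an outgrowth is larger than the difference between pools. The transition phase correlated with the outgrowth after 28 h with r = 0.495 and 0.458 and with the outgrowth after 72 h with r = 0.616 and 0.639. The paper relates the lower correlation to an earlier observation that the outgrowth transcriptome strongly depends on how long stationary phase lasted. Slide and scan day differ between these outgrowths as well.

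**Figure D3:**
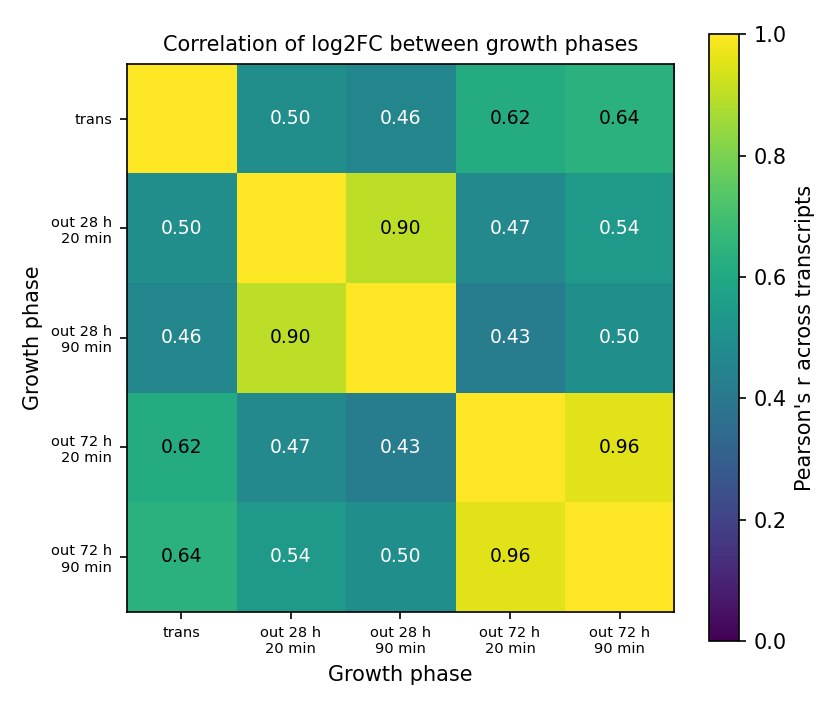
Pearson's r across transcripts between the mean log2FC of each pair of growth phases under low aeration. Samples at 20 min and 90 min are at 0.898 after 28 h and 0.956 after 72 h, and pairs of an outgrowth after 28 h with one after 72 h lie between 0.426 and 0.540.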

The Remes et al. study also showed that the outgrowth has a dramatic effect on the transcriptome. That effect is also indicated here by the low PCC values of the microarray samples (stat 28 – out 28 h 20′: 0.345 and stat 28 h – out 28 h 90′: 0.339). We observe a similar situation for the outgrowth after deep stationary phase (stat 72 h – out 72 h 20′: 0.44 and stat 72 h – out 72 h 90′: 0.406). Hence, the transcriptome appears static during stationary phase, and undergoes radical remodeling during outgrowth.

**Table 2:** Correlation of microarray data for different growth phases

Comparison	PCC	Comparison	PCC	Comparison	PCC
A					
trans – stat 28 h	0.503	stat 28 h – stat 72 h	0.902	stat 28 h – out 28 h 20’	0.345
trans – out 28 h 20’	0.518	out 28 h 20′ – out 28 h 90’	0.915	stat 28 h – out 28 h 90’	0.339
trans – out 28 h 90’	0.485	out 28 h 20′ – out 72 h 20’	0.457	stat 72 h – out 72 h 20’	0.440
trans – stat 72 h	0.443	out 28 h 20′ – out 72 h 90’	0.529	stat 72 h – out 72 h 90’	0.406
trans – out 72 h 20’	0.622	out 28 h 90′ – out 72 h 20’	0.414		
trans – out 72 h 90’	0.642	out 28 h 90′ – out 72 h 90’	0.487		
		out 72 h 20′ – out 72 h 90’	0.958		
B					
trans – stat 28 h	0.760	stat 28 h – stat 72 h	0.724	stat 28 h – out 28 h	0.835
trans – out 28 h	0.650	stat 28 h – stat 144 h	0.578	stat 72 h – out 72 h	0.941
trans – stat 72 h	0.527	stat 72 h – stat 144 h	0.864	stat 144 h – out 144 h	0.977
trans – out 72 h	0.493	out 28 h – out 72 h	0.721		
trans – stat 144 h	0.411	out 28 h – out 144 h	0.590		
trans – out 144 h	0.412	out 72 h – out 144 h	0.841		

The situation is strikingly different on the proteome level. There is a high degree of correlation between stationary and outgrowth phase at 28 h (PCC of 0.83). Especially later measurements at 72 and 144 h show an extremely high degree of correlation between the respective stationary and outgrowth phase with PCCs of 0.94 and 0.98 respectively. Also in contrast to the transcriptome, the proteome shows more variation throughout the stationary phase. Rather than stasis, the proteome continues to change between early and late stationary phase (stat 28 h-stat 72 h: 0.72), compared to a value of 0.90 at the transcriptome level. Thus, the proteome is more likely than the transcriptome to continue changing throughout the stationary phase, and less likely to change during the outgrowth. Despite this difference, both the transcriptome and the proteome show a similar trend: the length of the stationary phase has a strong impact on not only the outgrowth transcriptome [9] but also the outgrowth proteome. The dendrograms (Additional file 5: Figure S1A & S1B) provide an overview of these findings.

For a direct comparison of each transcript with its encoded protein at distinct growth phases, scatter plots and accompanying heatmaps were generated (supplementary data Additional file 6: Figure S2 A-K). Comparisons at outgrowth phases at 20 min was omitted since the transcriptome at this time point was highly similar to that at 90 min. The scatter plots and heatmaps clearly reveal the generally high level of discontinuity between transcript and protein. For example, rather than showing that transcripts with changed levels tend to have a correspondingly altered protein level, the data points appear evenly scattered. Also noticeable is the considerably broader distribution of data points on the ordinate compared to the abscissa. As we have previously observed from the box plot analysis (Figs. 1 and 2), this reflects the wider dynamics of the proteome compared to the transcriptome. 

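For genes named on the arrays, the spread of the transcript changes was set beside that of the paper's protein log2 ratios, as far as its tables were in hand. In the transition phase (1227 genes) the standard deviation was 0.62 for transcripts and 0.61 for the paper's protein ratios. It was 0.62 and 0.63 for the outgrowth after 28 h (1322 genes) and 1.08 and 1.16 for the outgrowth after 72 h (1287 genes), both at 90 min. Past 0.65 in either direction were 22.7% of transcripts and 24.1% of the paper's protein ratios in the transition phase, 12.6% and 19.8% after 28 h, and 44.8% and 43.0% after 72 h. Without background subtraction, the standard deviation for transcripts was 0.51, 0.53 and 0.79, and 16.4%, 9.38% and 26.4% of transcripts passed 0.65.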

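Across the genes with both values, log2FC of transcripts and the paper's protein log2 ratios correlated with r = -0.0134 in the transition phase (0.00859 and -0.0297 in the pools). At 90 min of outgrowth after 28 h, r was -0.0197 (-0.0287 and -0.00836). The rank correlation was 0.0580 and -0.203.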

The lack of correlation between RNA and protein levels is also reflected by PCCs for the scatter plots (Table 3, see also Additional file 5: Figure S1C for a heatmap). 

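In the outgrowth after 72 h at 90 min, transcripts and the paper's protein ratios correlated with r = 0.274 (0.266 and 0.277 in the pools), with a rank correlation of 0.203. Among the 429 genes with the brightest transcripts, r was 0.346. Such a rise was not found in every comparison. With the paper's protein ratios after 144 h, r fell from 0.204 to 0.165 among the brightest. For the outgrowth after 28 h at 90 min with its own protein ratios, it was -0.0179 compared to -0.0197. For transition phase transcripts with protein ratios of stationary phase at 28 h, it rose from 0.205 to 0.269.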

Even the highest correlation value of 0.25 observed at outgrowth following stationary phase at 72 h (out 72 h 90′-out 72 h) can be consider uncorrelated. Since the PCC value did not indicate any linear correlation, Spearman’s rank correlation coefficient (indicating monotonic correlations) was also determined. However, no monotonic correlation was observable, as can be seen from the low values. We also considered the possibility that changes in the transcriptome are likely to correspond to delayed changes in the proteome, due to the time needed for translation of transcript into protein. Therefore, we also compared the transcriptome at transition phase to the proteome in early stationary phase (28 h), and the early stationary phase transcriptome to the proteome at 72 h. 

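Transcripts of the transition phase correlated with the paper's protein ratios of stationary phase at 28 h with r = 0.205 across 1303 genes (0.237 and 0.173 in the pools). Transcripts of the outgrowth after 28 h at 90 min and protein ratios of the outgrowth after 72 h had r = 0.0181 across 1283 genes (0.00451 and 0.0340), with a rank correlation of -0.269. Transcripts of the outgrowth after 72 h and protein ratios of the outgrowth after 144 h had r = 0.204 across 1189 genes (0.196 and 0.207), with a rank correlation of 0.141. Delayed comparisons from stationary phase transcripts were not analysed here.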

Again, correlation of the data sets was very low. This result contrasts with that of an earlier study, in which we observed a much better correlation (Pearson correlation *r* = 0.64) between transcriptomic and proteomic changes 90 min after initiating photooxidative stress [14]. The significance of the higher correlation during photooxidative stress is that this demonstrates that the *R. sphaeroides* proteome has a potential for rapid remodeling (and thus high correlation between the transcriptome and proteome). Why this is not the case here, during the transition from exponential to stationary phases, is currently unknown.

**Table 3:** Correlation coefficients for comparisons of changes in RNA and protein levels

	Comparison	Pearson	Spearman	# of data points
01	trans – trans	0.025	0.084	1973
02	trans – stat 28 h	0.189	0.175	2101
03	stat 28 h – stat 28 h	0.121	0.131	2105
04	stat 28 h – stat 72 h	0.199	0.205	2002
05	stat 28 h – stat 144 h	0.162	0.140	1869
06	out 28 h 90′ – out 28 h	−0.048	−0.178	2127
07	out 28 h 90′ – out 72 h	−0.032	−0.231	2044
08	stat 72 h – stat 72 h	0.147	0.153	2002
09	stat 72 h – stat 144 h	0.110	0.096	1869
10	out 72 h 90′ – out 72 h	0.245	0.222	2039
11	out 72 h 90′ – out 144 h	0.182	0.163	1859

The low correlation between transcriptome and proteome indicate that changes in the proteome throughout growth are mostly not solely the consequence of changes in the transcriptome. 

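Among genes past 0.65 for both transcript and protein, 28 changed in the same direction and 60 in opposite directions in the transition phase. In the outgrowth after 28 h these were 32 and 32, and in the outgrowth after 72 h 176 and 88. Such splits also depend on how many changes are increases on each side, and no expected split was computed. In the transition phase most changed transcripts were decreased (499 decreased and 156 increased), while most of the paper's changed proteins were increased. Opposite directions could prevail there without any relation within genes. From the low correlation, the paper reasons that changes in the proteome mostly do not follow from the transcriptome alone.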

We believe that post-transcriptional regulation likely plays a major role in determining protein accumulation under these conditions. Important candidates of post-transcriptional regulation are the small non-coding RNAs (sRNAs). Changes in sRNA levels are not included in the diagrams shown in this study since they cannot be directly correlated to a protein product. However, as already described in Remes et al. (2017) and also shown in Additional file 3: Table S3, several sRNAs show altered levels in later stages of growth or during outgrowth. For example, 18 sRNAs showed an increase of > 0.65 log_2_FC (log_2_FC > 5 for IGR_0827) in the outgrowth following 72 h stationary phase, while 46 sRNAs decreased by log_2_FC < − 0.65 (log_2_FC < − 4.75 for IGR_2249) (see Additional file 3: Table S3). 

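Of the 105 sRNAs of Table S3, 104 were detected in the outgrowth after 72 h. At 20 min, 19 were increased and 59 decreased past a mean log2FC of 0.65 (18 and 57 in both pools). At 90 min these were 18 and 56 (18 and 53 in both pools), and limma called each of them. Past the threshold at both times were 16 increased and 54 decreased sRNAs. The log2FC of IGR_0827 on the sense strand was 4.85 at 20 min (standard error 0.11, adjusted p = 2.07e-08 from limma with Benjamini-Hochberg adjustment; 5.03 and 4.67 in the pools) and 4.15 at 90 min. IGR_2249 on the sense strand had a log2FC of -5.83 at 20 min (standard error 0.66, adjusted p = 0.000144 from limma with Benjamini-Hochberg adjustment; -4.88 and -6.77 in the pools) and -7.41 at 90 min (-6.02 and -8.80), and -4.71 and -5.56 without background subtraction. Each of these features has 1 probe. At 90 min, the probe of IGR_2249 was well above background in the Cy3 channel on 1 of the 2 arrays, so the size of this decrease is uncertain.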

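Past a mean log2FC of 0.65 at 20 min or at 90 min of outgrowth after 72 h were 82 sRNAs. As a percentage of the detected sRNAs, 75% were changed at 20 min and 71.2% at 90 min, compared to 43.3% in the transition phase and 37.1% and 34.3% in the outgrowth after 28 h. In none of these 5 phases were 12 sRNAs changed (11.5%), and without background subtraction 16.3% were not. Stationary phase is not part of this percentage.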

Altogether more than half of the sRNAs detected in the microarray analysis showed changed expression in outgrowth after 72 h stationary phase and only 22% showed growth phase-independent expression.

### Changes of the proteome throughout growth phases

While changes in the transcriptome during growth have already been analyzed in detail [9], this is not the case for the proteome. The total number of proteins detected in each growth phase, together with the subsets of proteins with increased and decreased levels, are listed in Table 1.

Figure 4 provides an overview of the number of proteins belonging to selected clusters of orthologous groups (COGs) whose accumulations change with the different stages of growth relative to the total number of proteins detected within each COG. The complete data set for the individual proteins assigned to the different COGs are shown in Additional file 4: Table S4. Some COGs were not included in our analysis. For example, none of the *R. sphaeroides* proteins are assigned to COG-A (RNA processing and modification), COG-B (chromatin structure and dynamics), COG-W (extracellular structures), COG-Y (nuclear structure), or COG-Z (cytoskeleton). Furthermore, a number of *R. sphaeroides* proteins in COGs R and S have no known function, while the total number of proteins and the number of changes in COGs-N (cell motility), U (intracellular trafficking), and V (defense mechanisms) was too low for a meaningful analysis.

**Fig. 4:**
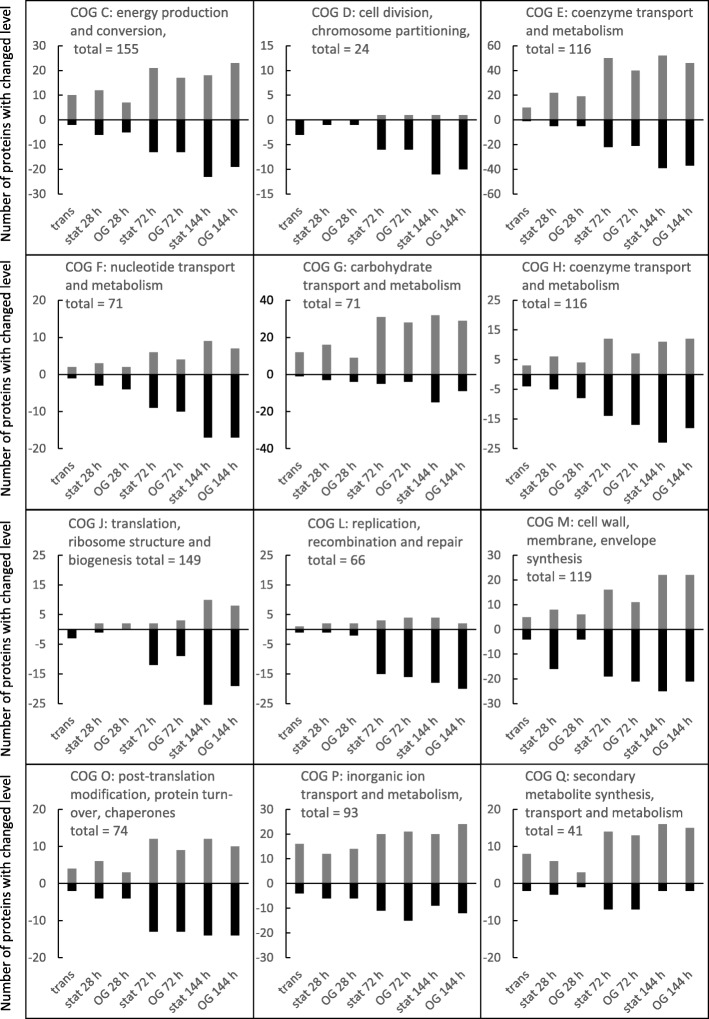
Number of proteins with decreased levels (represented as negative values on the Y-axis) or increased levels (represented as positive values on the Y-axis) throughout growth in selected COGs, determined using thresholds of log_2_FC 0.65 and − 0.65. The complete data set is provided in Additional file 4: Table S4

Compared to the exponential proteome, the stationary phase proteome appeared to differ significantly.

Within each COG (Fig. 4), the number of proteins with increased levels (indicated as positive on the Y-axis) or decreased levels (indicated as negative on the Y-axis) changed with culture age. For example, in COG-Q (secondary metabolite synthesis, transport and metabolism), levels of 14 proteins (from a total of 41 detected proteins) increased in the stationary phase (72 h) compared to the exponential phase. The complete data set is provided in Additional file 4: Table S4. Almost 26% of all detected proteins in COG-C (energy production and conversion) showed either higher (18 from 155) or lower levels (22 from 155) after 144 h of incubation compared to the exponential phase. In COG-J (translation ribosome structure and biogenesis), the largest change also occurred after 144 h of incubation, but this involved only 24% of all proteins, most of which showed decreased levels. Altogether, this data suggests a highly dynamic proteome during the transition from exponential growth to stationary phase, as noted above. Also noteworthy is the observation that some COGs contained proteins that continued to change after 72 h. Even at 144 h, protein levels continued to change. Many of the changes between 72 h and 144 h involved protein decreases, indicating protein degradation, which we expect to be prevalent in the stationary phase. However, others, such as COG-K (transcription), COG-M (cell wall, membrane, envelope synthesis), COG-O (post-translational modification and protein turn-over), COG-T (signal transduction), showed a similar number of increased and decrease proteins in the deep stationary phase (144 h, Fig. 4). These data indicate that signal transduction and transcriptional regulation are still very active in the late growth phases, that synthesis of cell material is not necessarily lower than in the exponential phase, and that proteins involved in protein turn-over are equally increased and decreased.

A generally higher number of increased proteins in the stationary phase (compared to the exponential phase) was observed for the categories COG-C (energy production and conversion), COG-E (amino acid transport and metabolism), COG-G (carbohydrate transport and metabolism), COG-I (lipid transport and metabolism), COG-P (inorganic ion transport and metabolism), and COG-Q (secondary metabolite synthesis, transport and metabolism) (Fig. 4). This most likely reflects the attempt to guarantee the supply of nutrients and building blocks when their availability in the surrounding medium is dwindling. The number of increased proteins in COG-G and COG-I is particularly higher than the number of decreased proteins at all stages of growth.

A generally higher number of decreased proteins in the stationary phase was observed for the categories COG-D (cell division, chromosome partitioning), COG-F (nucleotide transport and metabolism), COG-H (Coenzyme transport and metabolism), and COG-L (replication, recombination, repair). These patterns match well to a lower demand for proteins required for cell division upon entry into stationary phase. Also decreasing in the stationary phase were the proteins in COG-J (translation, ribosome structure and biogenesis, Fig. 4). Although most (75%) of the COG-J proteins showed unchanged levels, of those which showed change, the majority decreased. We are unsure of the significance of this result. Considering that protein production is apparently very active in the stationary phase, it is unclear why proteins related to translation, ribosome structure and biogenesis show a decreasing trend.

We have provided here a COG-based overview of the changes in the proteome throughout the growth phases. A detailed description of specific protein changes throughout the different stages of growth is provided in the supplementary material.

## Discussion

The goal of this study was to monitor and to compare the adaptation of a bacterial model organism throughout different growth phases at both the transcriptome and proteome levels. Our data revealed a much higher dynamic within the proteome compared to the transcriptome. We cannot exclude that this higher dynamic is at least partly due to the different methods used for the respective transcriptomic and proteomic samples. For example, detection efficiencies and sensitivity limits for each method are not necessarily identical. Some difference between the transcriptome and proteome might be due to an extremely low abundance of transcripts or proteins or, in the case of protein, poor recovery due to low solubility or membrane attachment. Other explanations for the different distribution of changed transcripts versus changed protein levels over the different phases of growth include the fact that a single transcript can be translated multiple times into protein, and that proteins are frequently more stable than transcripts, meaning that proteins are more likely to accumulate than transcripts. Especially during outgrowth, some transcripts may decrease due to rapid degradation, while proteins produced in the stationary phase are more stable and are therefore detectable in the following outgrowth despite the lack of production in that phase of growth.

Another likely explanation for the transcriptome and proteome differences is post-transcriptional regulation. The weak correlation between the transcriptome and the proteome implies a major role for regulation at the post-transcription level in growth phase adaptation. Important roles for sRNAs in growth phase adaptation have been described [21–24]. sRNAs mostly affect gene expression by altering the stability of mRNAs or by promoting or inhibiting translation (reviewed in [25]). It is also conceivable that transcript stability may change at different growth phases [26]. Presently we know very little about growth phase-dependent processing and degradation of RNA. Variation in the translation rates of mRNAs may also vary in different growth phases independently of the action of sRNAs. This also applies to proteolysis rates, and may impact the accumulation of proteins in different growth phases [27].

The lack of correlation between transcriptome and proteome data also implies that changes of the transcriptome mostly lead to minimal or transient changes of the proteome that are not manifested over longer time intervals. Earlier studies on growth phase-dependent changes in RNA and protein levels have noted such weak correlation between the data sets [5, 7, 28] and raised the question of to what extent is the bacterial proteome regulated at the level of transcription [6].

Our analysis of the transcriptome and proteome has revealed a number of distinct characteristics of global gene expression in *R. sphaeroides*. We suggest that these differences reflect a survival strategy of *R. sphaeroides* in ensuring a rapid and robust response to environmental changes. Although the number of detected proteins was only half that of the transcripts, variation in protein accumulation during the transition to stationary phase was more dynamic. Apparently, the bacterium responds to gradually deteriorating environmental conditions mostly at the protein level. In fact, the proteome continued to change in the extended stationary phase, even into deep stationary phase, while the transcriptome remained mostly static. Possibly, further changes in the transcriptome during stationary phase are not necessary, since the transcripts that are needed to deal with suboptimal conditions have been already produced during exponential growth. This is not unlikely, since bacteria prepared for hostile conditions would enjoy a significant survival advantage over unprepared ones, given that unfavorable growth conditions usually follow. Hence, post-transcriptional regulation is mostly sufficient to organize the proteome as the bacterium ceases growth and gradually enters stationary phase. Interestingly, in stationary phase, we observed that changes in protein levels continued. This is remarkable, particularly for deep stationary phase (144 h), since that environment has almost ceased to change. How are these proteins regulated in the absence of environmental stimuli? We note that knowledge of gene regulation and bacterial behavior in deep stationary phase is generally lacking, although some progress on the molecular basis of bacterial longevity is being made [29].

Another finding from this study was the marked difference between the transcriptome and proteome upon outgrowth. Changes in the transcriptome were modest during the transition to stationary phase, and especially throughout the extended stationary phase. Upon outgrowth, however, the transcriptome was subject to radical remodeling, most of which occurred within the first 20 min. In contrast, while proteome had the capacity for a greater dynamic range, it was less likely to change during the first 90 min of outgrowth. Hence, the first response to significant changes in the environment is a rapid remodeling of the transcriptome, analogous to the stress response upon photooxidative stress [9]. Higher correlation (0.64) between the proteome and transcriptome was also observed upon oxidative stress [14], implying that these have at least the capacity to show correlation under specific circumstances. Why this does not occur in the first 90 min of outgrowth is unknown.

Despite the above-mentioned differences between the transcriptome and proteome, they show a similar trend: both are strongly impacted by the length of the stationary phase. This observation supports the idea that bacteria continue to change and adjust their physiological state, even well after entering the stationary phase. Presumably, the success of bacterial survival depends upon their ability to survive suboptimal conditions on one hand, and rapidly resume bacterial growth in the case that environmental conditions turn favorable. Bacteria apparently resolve this problem by using complex regulation at both transcriptional and post-transcriptional levels. Further work is needed to understand how the bacteria organize and maintain their proteome in the stationary phase.

## Methods

### Strains and growth conditions

*R. sphaeroides* wild type strain 2.4.1(DSMZ 158) was grown at 32 °C in a defined minimal medium with malate as the carbon source [19]. Erlenmeyer flasks were filled to 80% capacity with the culture medium and continuously shaken at 140 rpm, resulting in 25–30 μM dissolved oxygen in exponential phase. The growth curve and oxygen concentration in the cultures are shown in Remes et al., 2017. RNA isolation and microarray analysis are also described in Remes et al., 2017. The microarray data are available at the NCBI Gene Expression Omnibus database (50) under accession number GSE75345.

### Protein sample preparation and mass spectrometry

Pelleted cells were harvested from liquid cultures, lysed in SDS buffer (4% SDS in 0.1 M Tris/HCl, pH 7.6), heated at 70 °C for 5 min and sonicated to shear the DNA. Cell debris was removed by centrifugation at 16000 x g for 10 min prior to estimation of protein concentration by the DC protein assay (BioRad). Solubilized proteins were precipitated by 4 volumes of acetone at − 20 °C for 1 h, pelleted at 14000 x g for 10 min and washed with 90% acetone. Samples were dried to remove acetone completely and dissolved in urea buffer (6 M urea, 2 M thiourea, 10 mM HEPES, pH 8.0). Enzymatic fragmentation of proteins was performed by in-solution digestion [30]. Briefly, protein disulfide bonds were reduced with 1 mM dithiothreitol and alkylated with 5.5 mM iodoacetamide. Next, proteins were cleaved enzymatically by Lys-C (protein to enzyme ratio 100:1) (Wako Chemicals GmbH) at room temperature for 3 h prior to diluting samples to 2 M urea/thiourea by adding 50 mM ammonium bicarbonate. Proteins were further digested by trypsin (protein to enzyme ratio 100:1) (Promega) at room temperature overnight and the resulting mixture of peptides was desalted and concentrated by stop and go extraction (STAGE) tips [31].

### Data analysis

Annotation of clusters of orthologous groups (COG) was based upon the most current version available at time of writing (2003 COGs, 2014 update, available at: http://www.ncbi.nlm.nih.gov/COG/ [32]. To match COG functional annotations and RSP numbers respective data were obtained from UniProt for the organism „*Rhodobacter sphaeroides* (strain ATCC 17023 / 2.4.1 / NCIB 8253 / DSM 158) “(Taxon identifier: 272943) [33]. UniProt data were adjusted to contain columns for RSP and COG numbers. The latter were included in the eggNOG annotation column. Using those data a matching of RSP numbers to COG numbers and finally COG functional annotation was archived. UniProt data were obtained on 30th of November 2017 (available as supplementary data: uniprot-proteome%3A%28taxonomy%3A%22Rhodobacter + sphaeroides+%28strain + ATCC+ 17023--.tab.gz).

Data analysis was performed using R (version 3.4.3), bash (version 3.2.57) and LibreOffice (version 5.3.7.2). Heatmaps comparing growth phases of transcriptome and proteome data were generated using MeV (MultiExperiment viewer - version 4.8.1) [34]. Heatmaps correlating multiple growth phases were generated applying the R package pheatmap. Pearson’s and Spearman’s correlation coefficients were calculated using the R function cor. Heatmaps displaying the variability of COG functional groups according to growth phase were generated using the R package ggplot2 [35]. Further graphics were generated using R integrated graphical functionalities, including the boxplot function and density function (defaulting to a Gaussian density) for drawing the kernel density estimation.

## Additional files

Additional file 1: Summary of all changes in transcriptome and proteome.

Additional file 2: Supplementary material.

Additional file 3: RNAs showing changes in accumulation at various growth phases.

Additional file 4: Proteins showing changed levels at various growth phases and their COG associations.

Additional file 5: **Figure S1**. Heatmaps of correlations between transcriptome and proteome.

Additional file 6: **Figures S2A-K**. Scatter plots of transcriptome versus proteome throughout growth phases.

## Abbreviations

#: Number
ATP: Adenosine triphosphate
COG: Clusters of orthologous groups
h: Hour
IGR: Intergenic region
KDE: Kernel density estimator
MeV: MultiExperiment viewer
OD: Optical density
out: Outgrowth
PCC: Pearson correlation coefficients
RSP: *Rhodobacter sphaeroides* gene
STAGE: Stop and go extraction
stat: Stationary phase
trans: Transition phase

# Supplementary material for: Comparative analyses of the variation of the transcriptome and proteome of Rhodobacter sphaeroides throughout growth
**Source:** BMC Genomics. 2019 May 9;20:358. doi: 10.1186/s12864-019-5749-3
**Supplement:** Supplementary file 2 — Supplementary material.

Supplementary File

Table S2A: Eight-number summary for microarray data.

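The eight-number summary describes how log2FC is distributed over the transcripts of a sample, and not how replicates differ. In the re-analysis, the median was 0.01 in the transition phase and 0.08 in both outgrowths after 72 h. The lower and upper quartiles were -0.33 and 0.26 in the transition phase, -0.27 and 0.20 after 28 h at 20 min, -0.19 and 0.15 after 28 h at 90 min, -0.63 and 0.57 after 72 h at 20 min, and -0.55 and 0.51 after 72 h at 90 min.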

|  | **trans** | **stat28h** | **out 28h 20’** | **out 28h 90’** | **stat 72h** | **out 72h 20’** | **out 72h 90’** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Sample size** | 4285 | 4357 | 4283 | 4290 | 4356 | 4189 | 4191 |
| **Median** | 0.03430 | 0.00410 | 0.00310 | 0.00120 | 0.00985 | 0.06630 | 0.06030 |
| **Mean** | -0.04188 | -0.01173 | -0.07385 | -0.06562 | -0.01152 | 0.02166 | -0.00657 |
| **Standard deviation** | 0.4493998 | 0.3229758 | 0.4513647 | 0.4367091 | 0.3833836 | 0.8047981 | 0.7375894 |
| **Minimum** | -2.53180 | -3.26530 | -5.00900 | -5.47830 | -3.72780 | -7.12420 | -7.26840 |
| **Maximum** | 2.86160 | 2.84730 | 1.54430 | 1.59270 | 2.58970 | 4.35160 | 3.90240 |
| **1. quartile** | -0.21110 | -0.15670 | -0.17765 | -0.14538 | -0.18263 | -0.31610 | -0.30005 |
| **3. quartile** | 0.20270 | 0.16120 | 0.14805 | 0.12587 | 0.19703 | 0.40510 | 0.34915 |

Table S2B: Eight-number summary for proteome data.

|  | **trans** | **stat 28h** | **out 28h** | **stat 72h** | **out 72** | **stat 144h** | **out 144h** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Sample size** | 1986 | 2115 | 2141 | 2012 | 2056 | 1877 | 1872 |
| **Median** | 0.1824 | -0.02910 | -0.04920 | 0.04235 | -0.05075 | 0.1041 | 0.1214 |
| **Mean** | 0.1931 | 0.01932 | 0.00106 | 0.05662 | -0.01114 | 0.0922 | 0.1195 |
| **Standard deviation** | 0.64112 | 0.80792 | 0.69269 | 1.28670 | 1.17602 | 1.40185 | 1.31224 |
| **Minimum** | -3.6230 | -3.72270 | -4.29440 | -9.74620 | -7.77310 | -8.4623 | -8.6010 |
| **Maximum** | 3.7643 | 5.43500 | 6.51850 | 8.92120 | 8.85190 | 8.5481 | 8.1578 |
| **1. quartile** | -0.1492 | -0.39240 | -0.33720 | -0.50225 | -0.55982 | -0.6375 | -0.5638 |
| **3. quartile** | 0.5261 | 0.40505 | 0.29560 | 0.67645 | 0.56188 | 0.8613 | 0.8023 |

**Changes of the proteome in transition phase**

During the transition to stationary phase (trans), a total of 471 proteins were detected as changed by a log_2_ fold of ≥ 0.65 compared to their respective levels in the exponential phase. 346 proteins showed a log_2_ fold increase ≥ 0.65. Of these, only 146 proteins increased by ≥ log_2_ fold 2. 125 proteins showed a log_2_ fold decrease of ≥ 0.65 (63 proteins decreased by ≥ log_2_ fold 2). Most of the proteins detected as changed in the transition phase retained their status in later growth stages. A small subset of 49 proteins showed an increase that was specific to this phase (≥ log_2_ 2 fold lower in all other growth phases). These proteins belong to various clusters of orthologous groups (COGs) with roles related to metabolic enzymes involved in glycolysis or fatty acid synthesis (Fig. 4, Table S4). Also in this group were multiple transcription factors and the endonuclease III. None of them belonged to the COG D (cell division, chromosome partitioning) or COG N (motility). In fact, none of the COG N proteins were detected throughout the proteome analysis.

The 130 downregulated proteins of the transition phase belong to COG C (energy production and conversion), COG E (amino acid transport and metabolism), COG G (carbohydrate transport and metabolism), COG I (lipid transport and metabolism), (inorganic iron transport and metabolism), COG M (cell wall/membrane/envelope synthesis) and COG K (transcriptional regulators). The levels of many of these continued to fall in the stationary phase (Fig. 4). COG H (coenzyme transport and metabolism) contained the highest number of decreased proteins (9% of all decreased proteins, 3% of the increased proteins). Several proteins involved in bacteriochlorophyll or carotenoid synthesis fall into this category. Downregulation was also the general trend in COG J (translation, ribosomal function, and biogenesis; 6% of decreased proteins, 2.5% of increased proteins) (Fig. 4). In contrast, proteins of COG E (amino acid transport and metabolism, 6% of the decreased proteins, 11% of increased proteins) and COG G (carbohydrate transport and metabolism; 2% of the decreased proteins, 7.9 % of the increased proteins) tended to increase in the transition phase (Fig. 4 and Table S1). This raises the question of what the advantage could be with increasing proteins necessary for amino acid and carbohydrate metabolism and transport precisely at the point when these are depleted or have reached very low levels in the growth medium. One possibility is that such proteins could be involved in scavenging. In such a scenario, detection of scavenging proteins exclusive to the phase of growth at which they are most useful is expected. Interestingly, the same pattern of increased levels of proteins involved in transport and carbohydrate metabolism upon carbon starvation was observed in another member of the *Rhodobacteraceae*, the aerobic anoxygenic phototroph *Roseobacter litoralis* (1).

Increased accumulation specific to the transition phase was also observed for ChrR. This matches our expectations, since under normal growth conditions, ChrR is an anti-sigma factor for RpoE (2), and is proteolytically degraded upon singlet oxygen stress (3). RpoE is a major activator of the singlet oxygen response in *R. sphaeroides* (4-6). RpoE was not detected in our proteome analysis. As with most other proteins with increased levels in transition phase, the *chrR* transcript level did not correlate with its protein level. Instead, increased levels of *chrR* mRNA were only observed during outgrowth after a long stationary phase (72h).

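The log2FC of *chrR* (RSP_1093) was 1.90 in the outgrowth after 72 h at 20 min (standard error 0.07, adjusted p = 1.26e-07 from limma with Benjamini-Hochberg adjustment; 1.86 and 1.93 in the pools) and 1.35 at 90 min. After 28 h it was -1.00 at 20 min and -1.04 at 90 min of outgrowth. In the transition phase it was 0.36 (limma adjusted p = 0.00292, Benjamini-Hochberg), and without the second pool the adjusted p from limma with Benjamini-Hochberg adjustment was 0.0589 (between 0.000361 and 0.114 over all alternatives). The transcript of *rpoE* (RSP_1092) had a log2FC of 1.49 at 20 min and 0.74 at 90 min of outgrowth after 72 h. Without background subtraction the latter was 0.63, inside the threshold of 0.65.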

Many proteins showed a clear decrease in the transition phase. These include precorrin-6A synthase (RSP_2819, CobF), and cobaltochelatase (RSP_2827, CobN) of the cobalamin (also known as vitamin B12) synthesis pathway. CobN is the protein with the strongest decrease in the transition phase (log_2_ fold change -3.62). Except for CobK, whose levels slightly increased during transition and even further in the stationary phase, most other detected proteins in this pathway show reduced levels in transition phase (CobW: log_2_ fold change -0.83; CobM log_2_ fold change -3.57; CobF: -1.16) and were either undetected or decreased further in the stationary phase. Altogether, this pattern fits well with the maximal synthesis and accumulation of bacteriochlorophyll, which requires cobalamin synthesis, in the exponential phase (7, 8). In contrast to the cobalamin synthesis proteins, their respective transcripts were unchanged or slightly decreased in the transition phase, reinforcing our conclusion above that the transcriptome and proteome are generally poorly correlated. 

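Of the cobalamin synthesis genes, *cobC* (RSP_0789), *cobD* (RSP_0430) and *cobQ* (RSP_0796) were named on the arrays, and *cobF* and *cobN* were not. In the transition phase, the log2FC was 0.02 for *cobC* (0.12 and -0.09 in the pools) and -0.08 for *cobD* (-0.04 and -0.12), with adjusted p = 0.823 and 0.415 from limma with Benjamini-Hochberg adjustment. For *cobQ* it was 0.35 (0.34 and 0.37, limma adjusted p = 0.00861, Benjamini-Hochberg). This call depends on both arrays, since leaving out either pool gave an adjusted p of 0.0577 and 0.0830 from limma with Benjamini-Hochberg adjustment, and the alternatives ranged from 0.000481 to 0.0830.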

A lack of correlation was even more obvious with the *sitABCD* genes. The Sit proteins form subunits of an ABC Mn^2+^/Fe^2+^ transporter. While the *sitABCD* transcripts increased strongly in the transition phase, SitA and SitB (RSP_0904 and 0905) showed a decrease specific to the transition phase, and then increased again in the stationary phase. 

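In the transition phase, *sitA* (RSP_0904) had a log2FC of 3.35 and *sitB* (RSP_0905) had 3.22 (3.06 and 3.38 in the pools). *sitC* (RSP_0906) had 2.92 and *sitD* (RSP_0908) had 2.64. The standard errors were 0.12, 0.08, 0.20 and 0.07, and the adjusted p from limma with Benjamini-Hochberg adjustment was 3.07e-06, 6.54e-07, 3.05e-05 and 7.62e-07, in this order. All were increased in both pools, and each was measured by 3 probes.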

(The remaining subunits, SitC and SitD, were not detected in the proteome analysis.)

Many other proteins showed a clear decrease (by log_2_ fold change ≥ 0.65) in the transition phase but not in their respective transcript levels. These include a catalase (RSP_2779, CatA, formerly KatE), a bacterioferritin (RSP_3342, Bfr), cytochrome b (RSP_1395, FbcB), S-formyl glutathione hydrolase (RSP_0852, FghA), thioredoxin reductase (RSP_1576, TrxB), a putative polysaccharide deacetylase (RSP_1415), a cell wall hydrolase (RSP_1894), a putative metallopeptidase (RSP_2974), an oligoketide cyclase/lipid transport protein (RSP_2787), and an NADPH-dependent FMN reductase (RSP_3069). 

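Apart from *fbcB*, transcripts of *fghA*, RSP_1415, RSP_2974 and RSP_2787 were named on the arrays. Their log2FC in the transition phase was -0.35 for *fghA*, 0.33 for RSP_1415 and -0.39 for RSP_2974, with adjusted p = 0.00242, 0.00180 and 0.0681 from limma with Benjamini-Hochberg adjustment and the same direction in both pools. RSP_2787 had a log2FC of -0.91 (standard error 0.13, limma adjusted p = 0.000775, Benjamini-Hochberg; -0.64 and -1.18 in the pools). Its probes lay between -2.04 and 0.03, and without background subtraction its log2FC was -0.44. Transcripts of *catA*, RSP_3342, *trxB*, RSP_1894 and RSP_3069 were not named.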

A second bacterioferritin of *R. sphaeroides* (RSP_1546) also showed a strong decrease in the transition phase (log_2_ fold change -1.25) which persisted into the early stationary phase (log_2_ fold changes of -0.7). It is currently unclear what role bacterioferritin plays in the lifestyle of bacteria. It is conceivable that reduced bacterioferritin levels will help to make iron available for the cell during later growth phases, when metals may become limiting. The decrease in catalase (CatA, decreased 2-fold in the transition phase) persisted into early stationary phase and then increased in all later growth phases. This may be related to the oxygen levels, which drop in the exponential phase, remain low in the transition phase and then increase in later growth phases (9). In contrast to CatA, CatC, another catalase related protein, showed increased levels in all growth phases compared to the exponential phase. However, both catalases increased in the stationary phase, a pattern also seen in the proteome of another bacterium, *Shigella flexneri* (10). In *R. sphaeroides*, *catA*, but not *catC*, was shown to respond to hydrogen peroxide stress in an OxyR-dependent manner (11). 

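The log2FC of *fbcB* (RSP_1395) in the transition phase was -1.01 (standard error 0.13, adjusted p = 0.000386 from limma with Benjamini-Hochberg adjustment; -0.81 and -1.22 in the pools).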

For all of these proteins which decreased in the transition phase, their respective transcript levels did not decrease in this phase, with the single exception of *fbcB* (cytochrome b) whose transcript levels decreased in the transition phase.

**Changes in the stationary phase proteome**

In early stationary phase (28 h after inoculation), levels of 175 proteins increased by a log_2_ fold change ≥ 1, while 335 proteins increased by a log_2_ fold change ≥ 0.65 compared to exponential phase. These proteins belong primarily to COG E (amino acid transport and metabolism, 36 proteins), COG G (carbohydrate transport and metabolism, 23 proteins), COG C (energy production and conversion, 22 proteins including 4 genes of the *nuo* operon for NADH dehydrogenase), and COG P (inorganic transport and metabolism, 19 proteins). While the functions of many of these proteins are unknown, a scavenger-like scenario is conceivable, whereby the levels of transporters for carbohydrates, amino acids and inorganic molecules increase in response to the decreased availability of these molecules.

While the levels of most of these proteins stay high during deep stationary phase, some show decreased levels or were not detected at later stages. This is the case for BchP (RSP_0277), an enzyme involved in bacteriochlorophyll synthesis, and CrtE (RSP_0265), an enzyme involved in carotenoid synthesis. Other Bch proteins detected in the proteome analysis were already decreased in early stationary phase (BchE, BchN, BchZ) or even in transition phase (Bch B). Decreases in deep stationary phase were also observed for the hypothetical proteins RSP_7382, RSP_2046, and RSP_3825, for LytB (RSP_1666, a 4-hydroxy-3methylbut-2-enyl diphosphate reductase), ExoA (RSP_2563, a glycosyl transferase), FeoA (RSP_1819, the ferrous iron transporter), a glyoxylase (RSP_0799), and an antifreeze protein (RSP_0307). OmpW (RSP_2507), an outer membrane protein, also decreased in the stationary phase. In contrast, the OmpW of *Shigella flexneri* was the most abundant protein in the stationary phase cultures of this bacterium (10), possibly related to its role in evasion of host immunity (12).

Remarkably, in early stationary phase, the number of proteins with decreasing levels was less than the number of proteins with increasing levels. 127 proteins decreased by a log_2_ fold change of ≥ 1.0, and 301 proteins by a log_2_ fold change ≥ 0.65.

Deeper into stationary phase, the number of proteins with changed levels (log_2_ fold change of ≥ 1 compared to the exponential phase) grew (Fig. 3B). For example, at 28 h stationary phase, 175 proteins showed increased levels, while at 72 h and 144 h, the number of proteins with increased levels was 329 and 402, respectively. Likewise, the number of proteins with decreased levels (log_2_ fold change of ≤ -1) also increased with incubation time. 127 proteins were decreased at 28 h, 234 proteins at 72 h, and 333 proteins at 144 h. Extending the duration of the stationary phase also resulted in greater changes in the amount of protein. For example, RSP_3869 (the subunit of a manganese ABC transporter) showed a log_2_ fold change 5.4 (42 fold) increase at 28 h, which extended to 6.7 (>100 fold) at 144 h. Similarly, RSP_1016 (a small heat shock protein) increased from a log_2_ fold change of 2.2 (4.6 fold) at 28 h stationary phase to a log_2_ fold change of 8.9 (477 fold) and 8.55 (375 fold) at 72 h and 144 h, respectively. RSP_1016 is a member of the HSP20 family and the very high amounts of this chaperone are most likely required to protect the cellular proteins from misfolding and degradation upon prolonged stationary phase. RPS_1016 transcript levels increased after 72 h of incubation and in response to singlet oxygen in *R. sphaeroides* (13). Another member of the HSP20 family, RSP_1572, also increased after prolonged stationary phase, but only by a factor of 2. In contrast, other chaperone/chaperonins, GroEL and GroES, have similar levels in all growth phases.

Our analysis reveals that the proteome continues to change even in an extended stationary phase. Like RSP_1016, many other proteins increased only after a prolonged stationary phase. This category was based on having a log_2_ fold change ≤ 0.65 in early stationary phase (28 h of growth) and ≥ 1 after a prolonged stationary phase (72 h of growth). It consists of 104 proteins. 24 are transporters, mostly ABC transporter subunits (19 proteins). 6 of the ABC transporter subunits are polyamine transporter subunits (RSP_1539, 1882, 1886, 2141, 3337, 3515). One ABC polyamine transporter subunit, RSP_1884, showed increased levels only after 144 h of growth, while others (RSP_0161, 1883, 3397) were already increased at 28 h. The physiological role of polyamines in living cells is not clear. They are viewed as primordial stress-related molecules, which are induced by diverse stresses. They may aid survival by functioning as ROS scavengers, acid tolerance factors and chaperones and regulate stress responses (14, 15). Our previous work demonstrated that addition of spermidine to aerobic cultures of *R. sphaeroides* caused increased ROS (reactive oxygen species) levels (16). Singlet oxygen stress leads to reduced transcript levels of the *pot* genes (RSP_1882-1886) encoding a spermidine importer (13). Under stress conditions the sRNA SorX leads to downregulation of the Pot system, possibly to reduce oxidative stress (16). These data suggest that spermidine causes stress. On the other hand, our proteomic data has revealed a general up-regulation of spermidine import transporters in prolonged stationary phase, with the single exception of the ATPase subunit of a spermidine/putrescine transporter (RSP_0015). This situation argues for a role for spermidine in protection against stress. Interestingly, despite the increase of Pot proteins in the stationary phase, their respective transcript levels remain unchanged, suggesting that the up-regulation of Pot proteins is due to posttranscriptional events.

Other proteins that increased only in deep stationary phase (72 h or 144 h) include 8 ABC transporter subunits predicted to transport amino acids or peptides (RSP_1812, 2582, 2923, 3297, 3525, 3968) and glycine/betaine (RSP_2181, 3998). Furthermore, at least 9 predicted transcriptional regulators (RSP_0186, 0415, 0755, 0981, 1055, 1871, 2200, 2410, 2950) show a first significant increase at 72 h or 144 h incubation. This scenario strongly supports that the idea that at least some cells in deep stationary phase have not shut-down all activity but are actively regulating gene expression.

Clear decreases in the levels of 234 proteins (log_2_ fold change ≤ -1) can also been seen in the extended stationary phase. Two proteins with a remarkably strong decrease are involved in sulfur metabolism: RSP_1942 (sulfite/nitrite reductase) shows an 860 fold reduction, RSP_2738 (putative Rhodanese-related sulfurtransferase), a 560 fold reduction. Other proteins that decrease at this stage are involved in the photosynthetic apparatus. Here, the decrease in photosynthetic proteins generally correlates well with transcript changes.

A breakdown of the stationary phase regulated proteins into COGs reveals that the distribution between up and down regulated proteins is generally proportional (Fig. 4). One exception was COG G (carbohydrate transport and metabolisms) in which 24 proteins were increased but only 5 proteins were decreased. This suggests an active metabolic state, even at this late growth stage. However, the activity appears to be adapted to the stationary phase. For example, for COG E (amino acid transport and metabolism), 41 proteins decreased while only 17 increased. Likewise, only 2 proteins each from COG L (replication, recombination, repair) and J (translation, ribosome structure and biogenesis) were increased, while 15 proteins were decreased in COG L and 12 in COG J, indicating that synthesis of DNA is low and that production of proteins was more specialized. Furthermore, decreases in 19 proteins of COG M (cell envelope synthesis) fit with the cessation of growth and cell division. However, unexpected increases in 12 proteins of COG M at this late stage underscore the fact that regulation of cell division-related proteins during the stationary phase is still poorly understood in *R. sphaeroides*.

Proteomic changes (log_2_ fold change ≥ 1) specific to deep stationary phase (144 h), apparent from a comparison between levels at 72 h and 144 h, included 88 proteins. These are distributed among almost all COGs, most of which belong to COG E (amino acid transport and metabolism). As expected, the protein changes in COG F (nucleotide transport and metabolism) and J (translation, ribosome biogenesis) were mostly down, indicating that these processes are less active in deep stationary phase.

**Changes in protein levels during outgrowth**

Long-term survival of bacterial populations requires the ability to resume growth again after periods at stationary phase. The COG-based analysis clearly indicates that the protein content changes very little during the outgrowth from stationary phase (Fig. 4). As expected, the 90 minutes of outgrowth is not sufficient to allow for a major remodeling of the proteome. As we noted above, this is not the case with the transcriptome, which undergoes marked changes after 90 minutes, many of which are apparent even at 20 minutes (see PCC values in Tables 2A & 2B). However, the fact that some proteins were rapidly changed in abundance during outgrowth demonstrates this capacity. For example, a strong increase (92 fold) was observed for a ferrisiderophore (RSP_1440) after 90 minutes of outgrowth following 28 h stationary phase. 

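Relative to exponential phase, limma called 2180 of 4343 features at 20 min and 1630 of 4266 at 90 min of outgrowth after 28 h. After 72 h it called 3634 of 4419 features at 20 min and 3518 of 4391 at 90 min. The pools spread more after 72 h under a shared estimate, so these numbers are not directly comparable with those after 28 h. With 1 of the 2 pools left out, and the lone pool assumed to vary like the other phases, between 1225 and 1359 features were called at 20 min and between 649 and 928 at 90 min after 28 h. After 72 h these were between 3281 and 3466 and between 3139 and 3343.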

Other proteins increasing in the outgrowth include a monoxygenase involved in K^+^ transport (RSP_3323) and an ABC Fe^3+^ siderophore transporter (RSP_3079). We speculate that this pattern indicates a high demand for inorganic ions, especially iron, during the outgrowth.

Interestingly all 4 subunits of the carbon monooxygenase (RSP_2876-2879) showed a sudden increase in the outgrowth following 28 h stationary phase. Carbon monoxygenase is involved in the glutathione-dependent detoxification of formaldehyde that forms during oxidative protein carbonylation through ROS. The genes for these proteins are part of an operon, which is negatively (and indirectly) influenced by the sRNAs Ccsr1-4 upon oxidative stress. It has been suggested that the CcsR1-4 help to control the allocation of glutathione to different pathways of oxidative stress defense (Billenkamp et al., 2016).

Despite the strong overall similarity in protein accumulation between the stationary phase and the following outgrowth, proteins of COG M (cell wall, membrane, envelope synthesis) and COG T (signal transduction) provide an exception. Plots of COG M and T (Fig. 4) indicate significant differences in protein changes between the 28 h stationary phase and the following outgrowth. This pattern fits with the expectation that proteins involved in cell division and signaling constitute the bulk of proteins necessary for the bacteria to detect the environmental change (i.e., fresh nutrients) and to respond with cell wall synthesis. Protein changes in the outgrowth from extended stationary phase (72 h and 144 h) are less dramatic, indicating that the outgrowth response is slower with increase age of stationary phase cultures.

**References**

1. Zong R, Jiao N. Proteomic responses of *Roseobacter litoralis* OCh149 to starvation and light regimen. Microbes Environ. 2012;27(4):430-42.

2. Newman JD, Falkowski MJ, Schilke BA, Anthony LC, Donohue TJ. The *Rhodobacter sphaeroides* ECF sigma factor, sigma(E), and the target promoters *cycA* P3 and *rpoE* P1. J Mol Biol. 1999;294(2):307-20.

3. Nuss AM, Adnan F, Weber L, Berghoff BA, Glaeser J, Klug G. DegS and RseP homologous proteases are involved in singlet oxygen dependent activation of RpoE in *Rhodobacter sphaeroides*. PloS one. 2013;8(11):e79520.

4. Anthony JR, Newman JD, Donohue TJ. Interactions between the *Rhodobacter sphaeroides* ECF sigma factor, sigma(E), and its anti-sigma factor, ChrR. J Mol Biol. 2004;341(2):345-60.

5. Glaeser J, Zobawa M, Lottspeich F, Klug G. Protein synthesis patterns reveal a complex regulatory response to singlet oxygen in *Rhodobacter*. Journal of proteome research. 2007;6(7):2460-71.

6. Anthony JR, Warczak KL, Donohue TJ. A transcriptional response to singlet oxygen, a toxic byproduct of photosynthesis. Proc Natl Acad Sci U S A. 2005;102(18):6502-7.

7. Gough SP, Petersen BO, Duus JO. Anaerobic chlorophyll isocyclic ring formation in *Rhodobacter capsulatus* requires a cobalamin cofactor. Proc Natl Acad Sci U S A. 2000;97(12):6908-13.

8. Zappa S, Li K, Bauer CE. The tetrapyrrole biosynthetic pathway and its regulation in *Rhodobacter capsulatus*. Advances in experimental medicine and biology. 2010;675:229-50.

9. Remes B, Rische-Grahl T, Muller KMH, Forstner KU, Yu SH, Weber L, et al. An RpoHI-Dependent Response Promotes Outgrowth after Extended Stationary Phase in the Alphaproteobacterium *Rhodobacter sphaeroides*. Journal of bacteriology. 2017;199(14).

10. Zhu L, Liu XK, Zhao G, Zhi YD, Bu X, Ying TY, et al. Dynamic proteome changes of *Shigella flexneri* 2a during transition from exponential growth to stationary phase. Genomics, proteomics & bioinformatics. 2007;5(2):111-20.

11. Zeller T, Klug G. Detoxification of hydrogen peroxide and expression of catalase genes in *Rhodobacter*. Microbiology. 2004;150(Pt 10):3451-62.

12. Li W, Wen L, Li C, Chen R, Ye Z, Zhao J, et al. Contribution of the outer membrane protein OmpW in *Escherichia coli* to complement resistance from binding to factor H. Microb Pathog. 2016;98:57-62.

13. Berghoff BA, Konzer A, Mank NN, Looso M, Rische T, Forstner KU, et al. Integrative "omics"-approach discovers dynamic and regulatory features of bacterial stress responses. PLoS genetics. 2013;9(6):e1003576.

14. Yoshida M, Kashiwagi K, Shigemasa A, Taniguchi S, Yamamoto K, Makinoshima H, et al. A unifying model for the role of polyamines in bacterial cell growth, the polyamine modulon. The Journal of biological chemistry. 2004;279(44):46008-13.

15. Rhee HJ, Kim EJ, Lee JK. Physiological polyamines: simple primordial stress molecules. J Cell Mol Med. 2007;11(4):685-703.

16. Peng T, Berghoff BA, Oh JI, Weber L, Schirmer J, Schwarz J, et al. Regulation of a polyamine transporter by the conserved 3' UTR-derived sRNA SorX confers resistance to singlet oxygen and organic hydroperoxides in *Rhodobacter sphaeroides*. RNA biology. 2016;13(10):988-99.

**Figure legends**

Fig. S1: Heatmaps of Pearson´s correlation coefficients for the transcriptome (A) and the proteome (B) and Spearman correlation between the transcriptome and proteome samples (C). The degree of correlation between any two conditions is indicated by the coloring. For A & B, the matrix diagonal serves as the symmetry axis, and dendrograms indicate similarity between growth phases.

Fig. S2: Scatter plots (A) and heat maps (B) comparing changes of the transcriptome and the proteome in different phases of growth. The scatterplots are divided into distinct areas to distinguish between groups of proteins that are, for instance, equally increased in both RNA and protein levels (right part of the dashed diagonal lines) or decreased on the RNA level but not at the protein level (left part of the dashed horizontal lines). Regulation was defined as the detection of ≥2-fold change, equivalent to a log2 fold change higher than 1 or lower than -1, respectively. Each of the genes found in the respective groups are listed in Table S4.

# Supplementary material for: Comparative analyses of the variation of the transcriptome and proteome of Rhodobacter sphaeroides throughout growth
**Source:** BMC Genomics. 2019 May 9;20:358. doi: 10.1186/s12864-019-5749-3
**Supplement:** Supplementary file 5 — Figure S1. Heatmaps of correlations between transcriptome and proteome.

## Slide 1
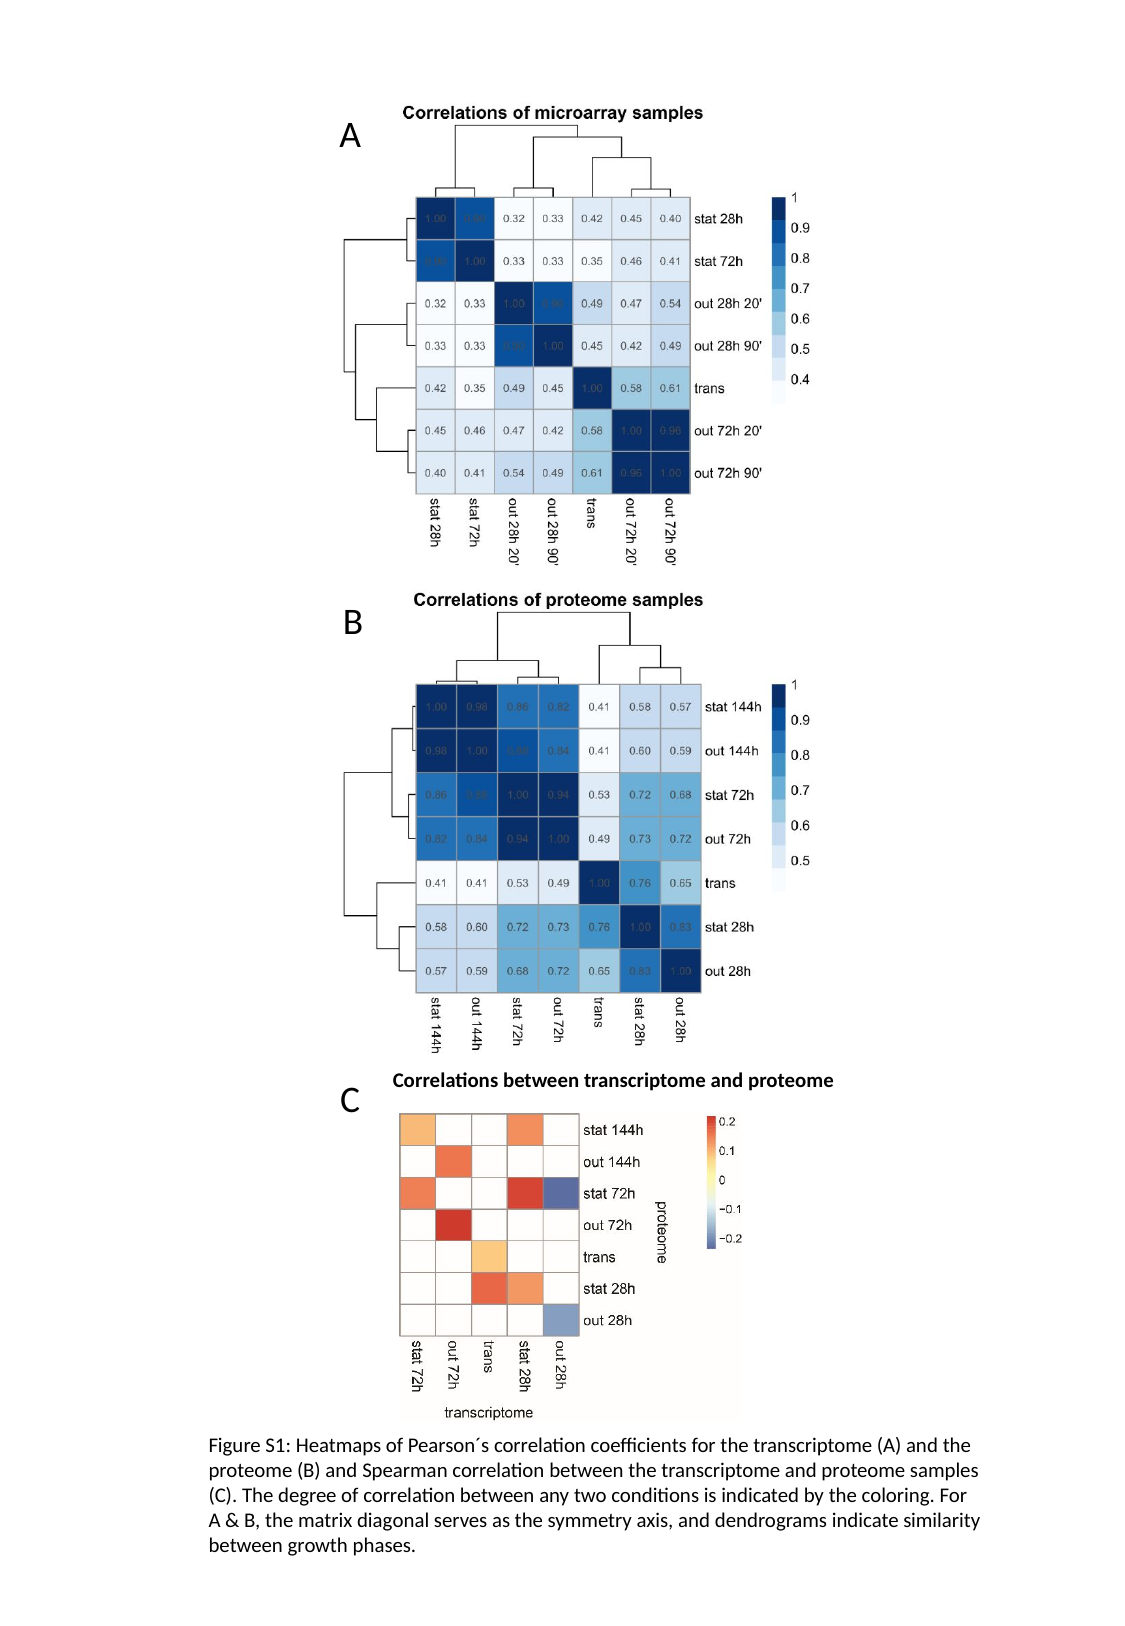

A
B
Correlations between transcriptome and proteome
C
Figure S1: Heatmaps of Pearson´s correlation coefficients for the transcriptome (A) and the proteome (B) and Spearman correlation between the transcriptome and proteome samples (C). The degree of correlation between any two conditions is indicated by the coloring. For A & B, the matrix diagonal serves as the symmetry axis, and dendrograms indicate similarity between growth phases.

# Supplementary material for: Comparative analyses of the variation of the transcriptome and proteome of Rhodobacter sphaeroides throughout growth
**Source:** BMC Genomics. 2019 May 9;20:358. doi: 10.1186/s12864-019-5749-3
**Supplement:** Supplementary file 6 — Figures S2A-K. Scatter plots of transcriptome versus proteome throughout growth phases.

## Slide 1
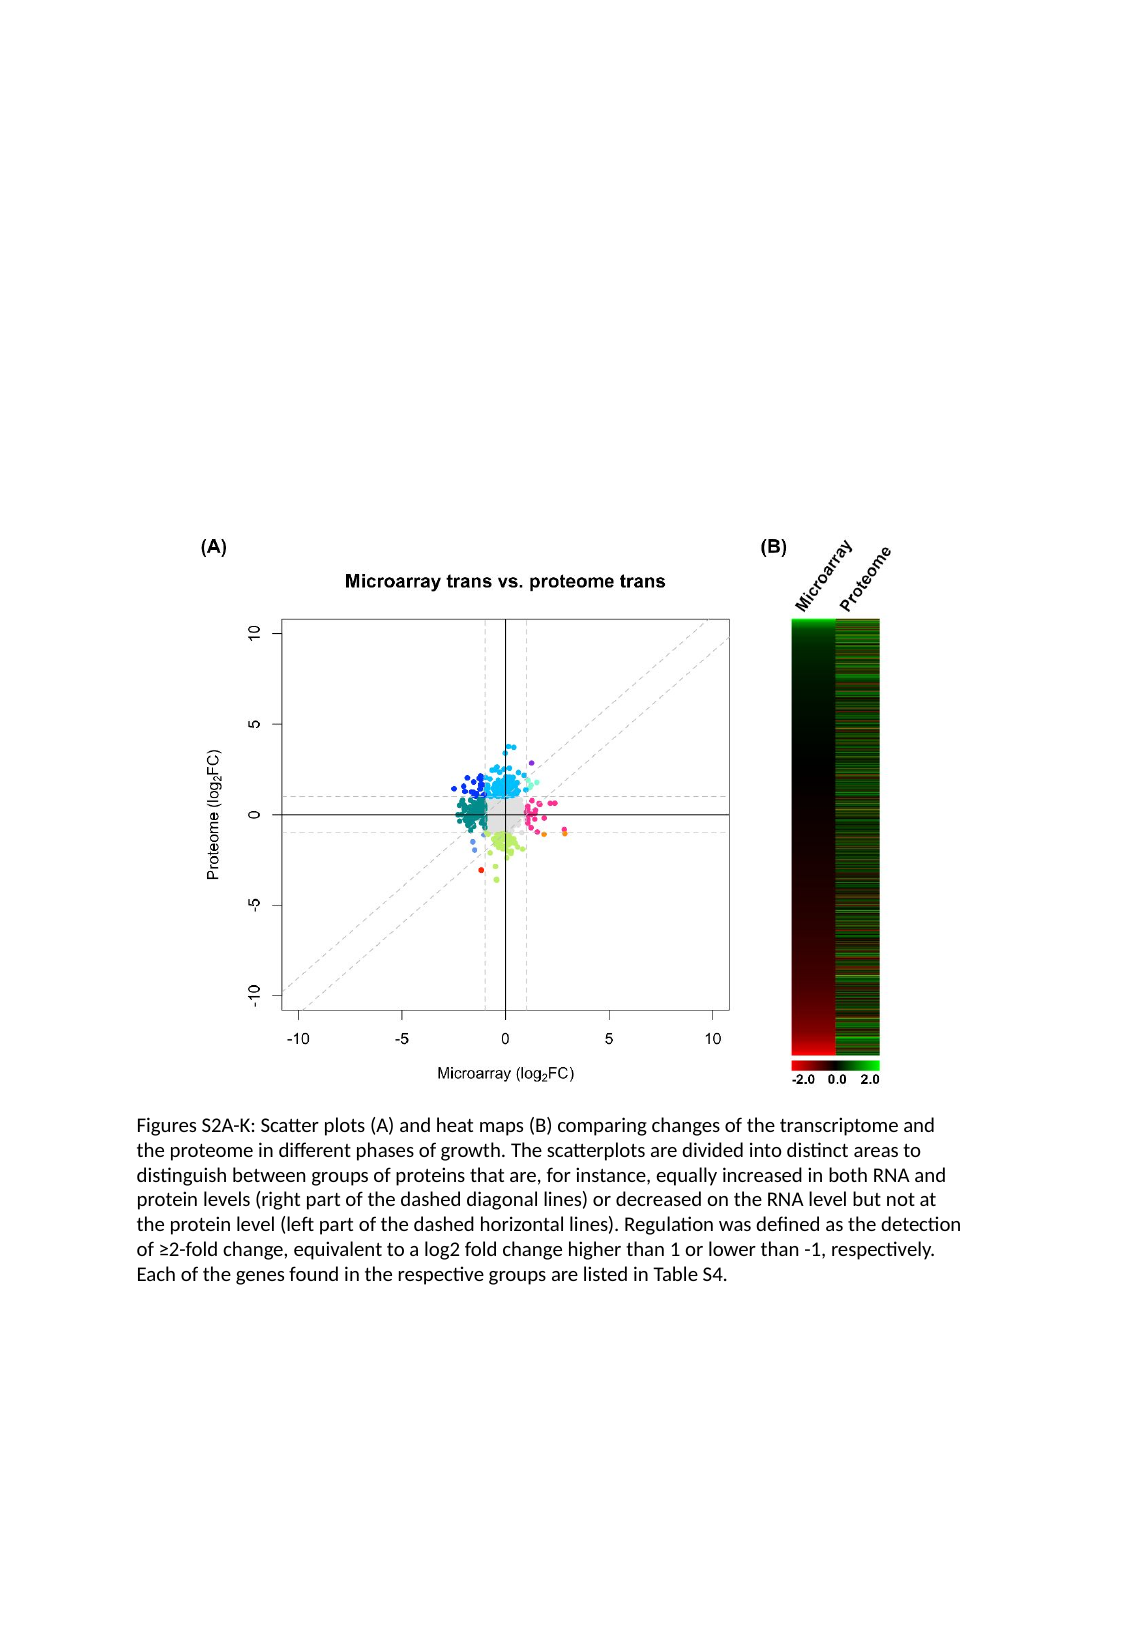

Figures S2A-K: Scatter plots (A) and heat maps (B) comparing changes of the transcriptome and the proteome in different phases of growth. The scatterplots are divided into distinct areas to distinguish between groups of proteins that are, for instance, equally increased in both RNA and protein levels (right part of the dashed diagonal lines) or decreased on the RNA level but not at the protein level (left part of the dashed horizontal lines). Regulation was defined as the detection of ≥2-fold change, equivalent to a log2 fold change higher than 1 or lower than -1, respectively. Each of the genes found in the respective groups are listed in Table S4.

## Slide 2
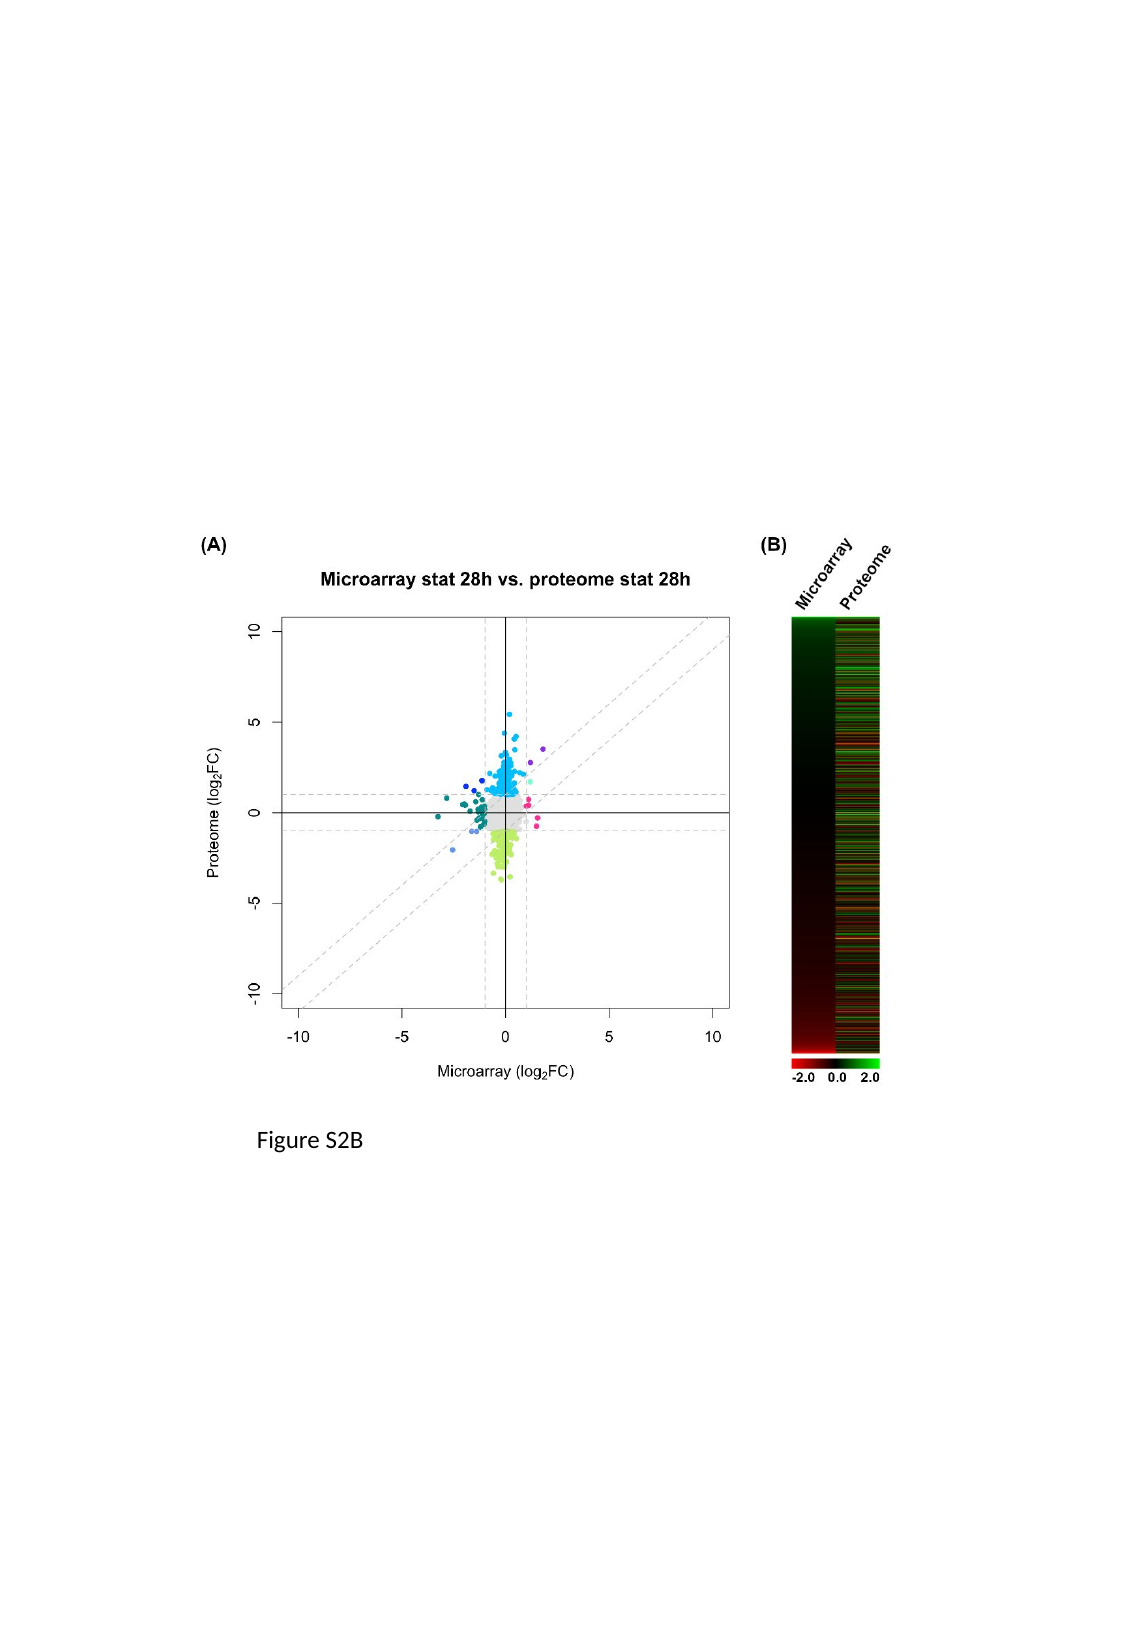

Figure S2B

## Slide 3
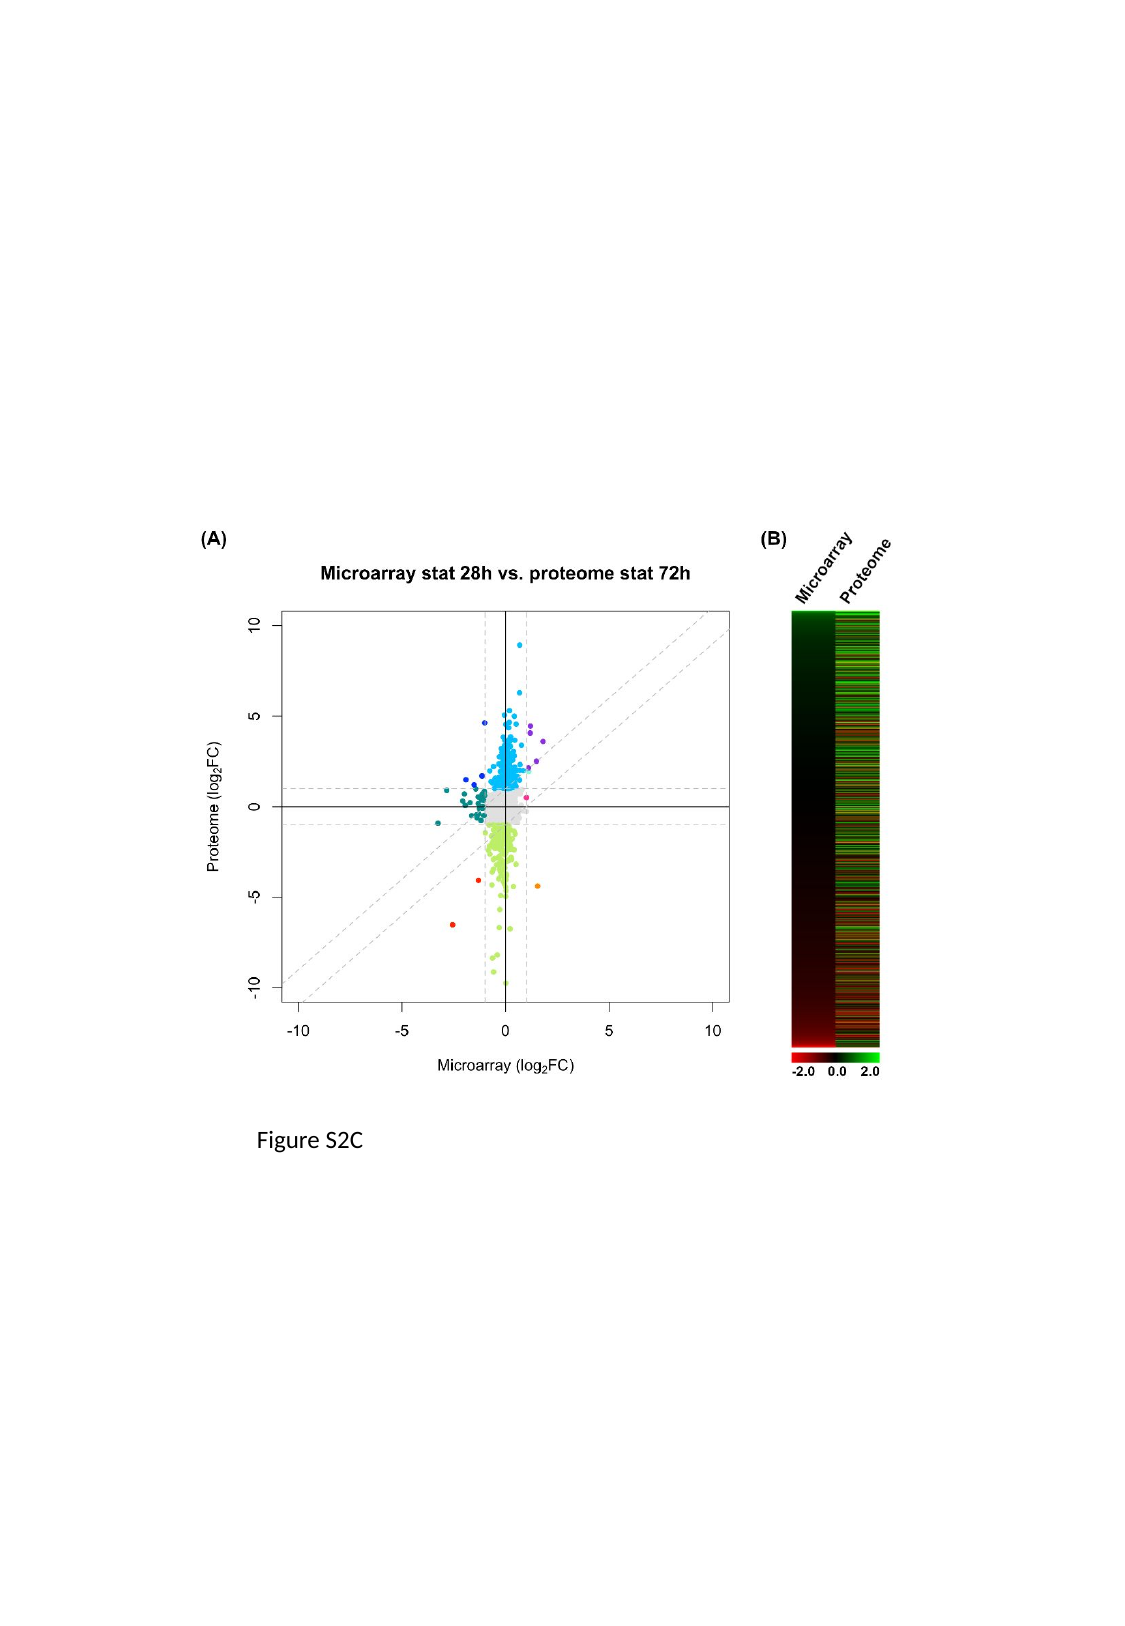

Figure S2C

## Slide 4
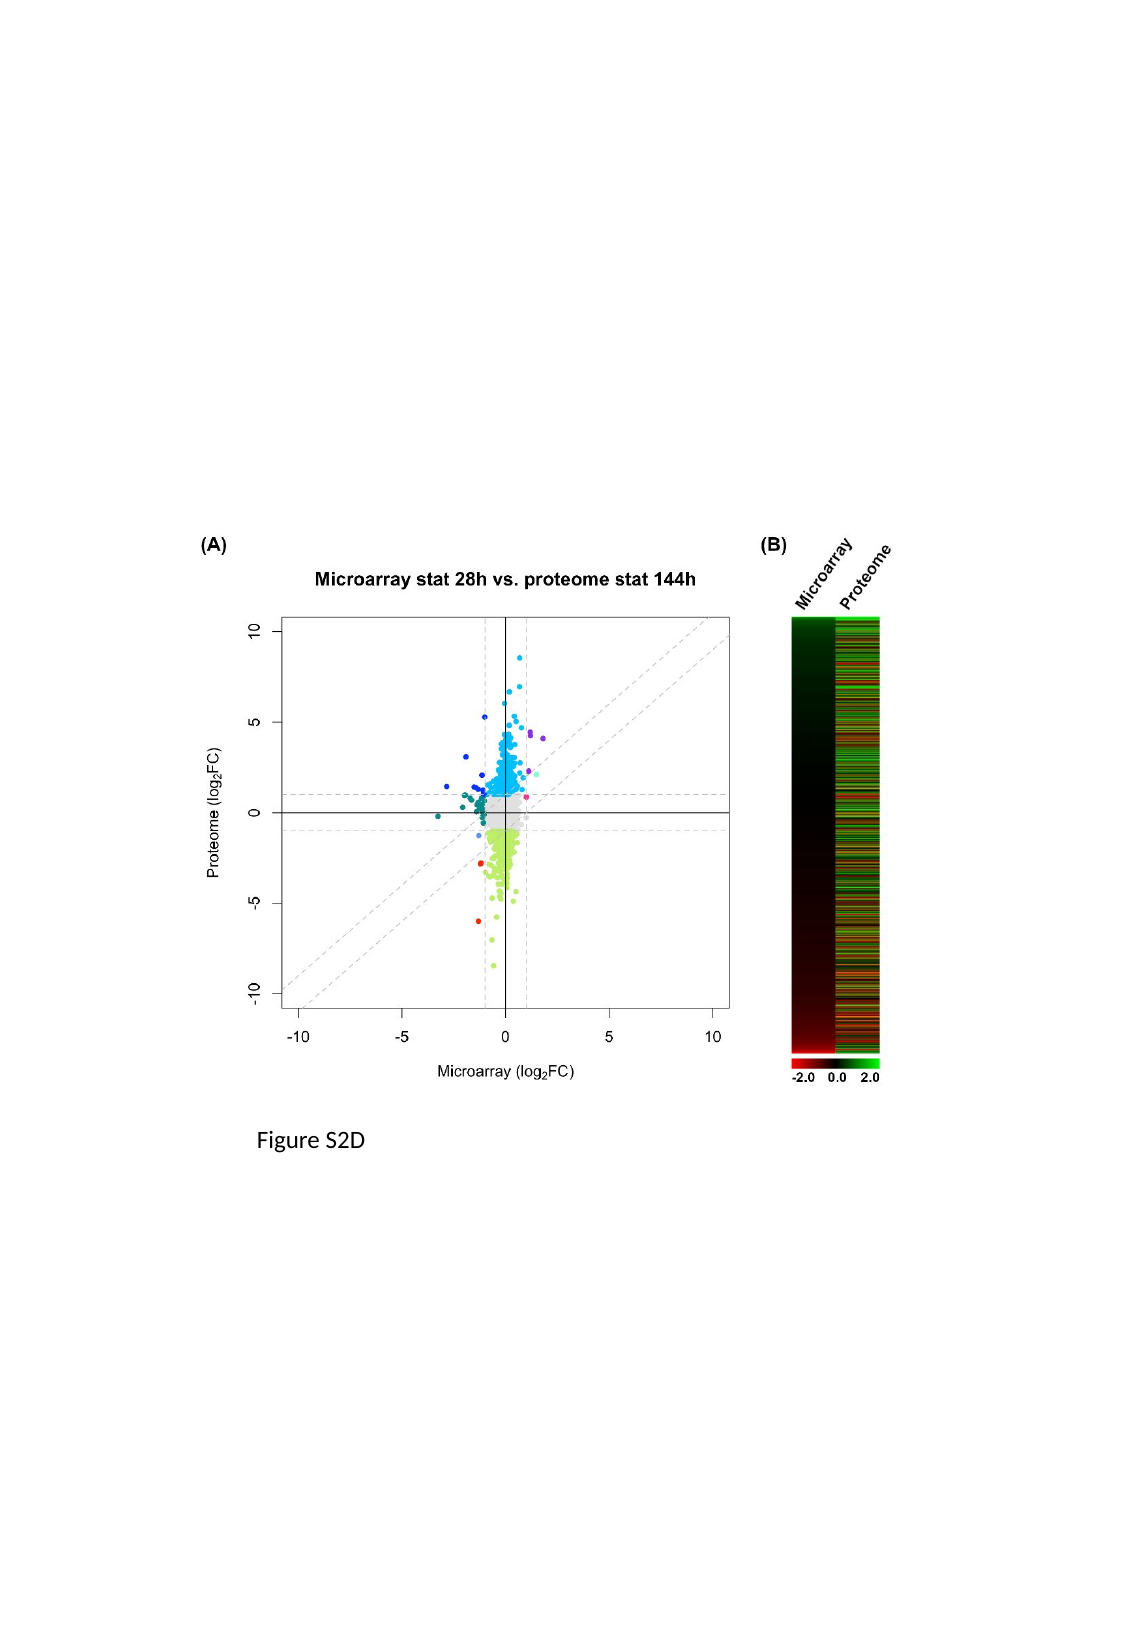

Figure S2D

## Slide 5
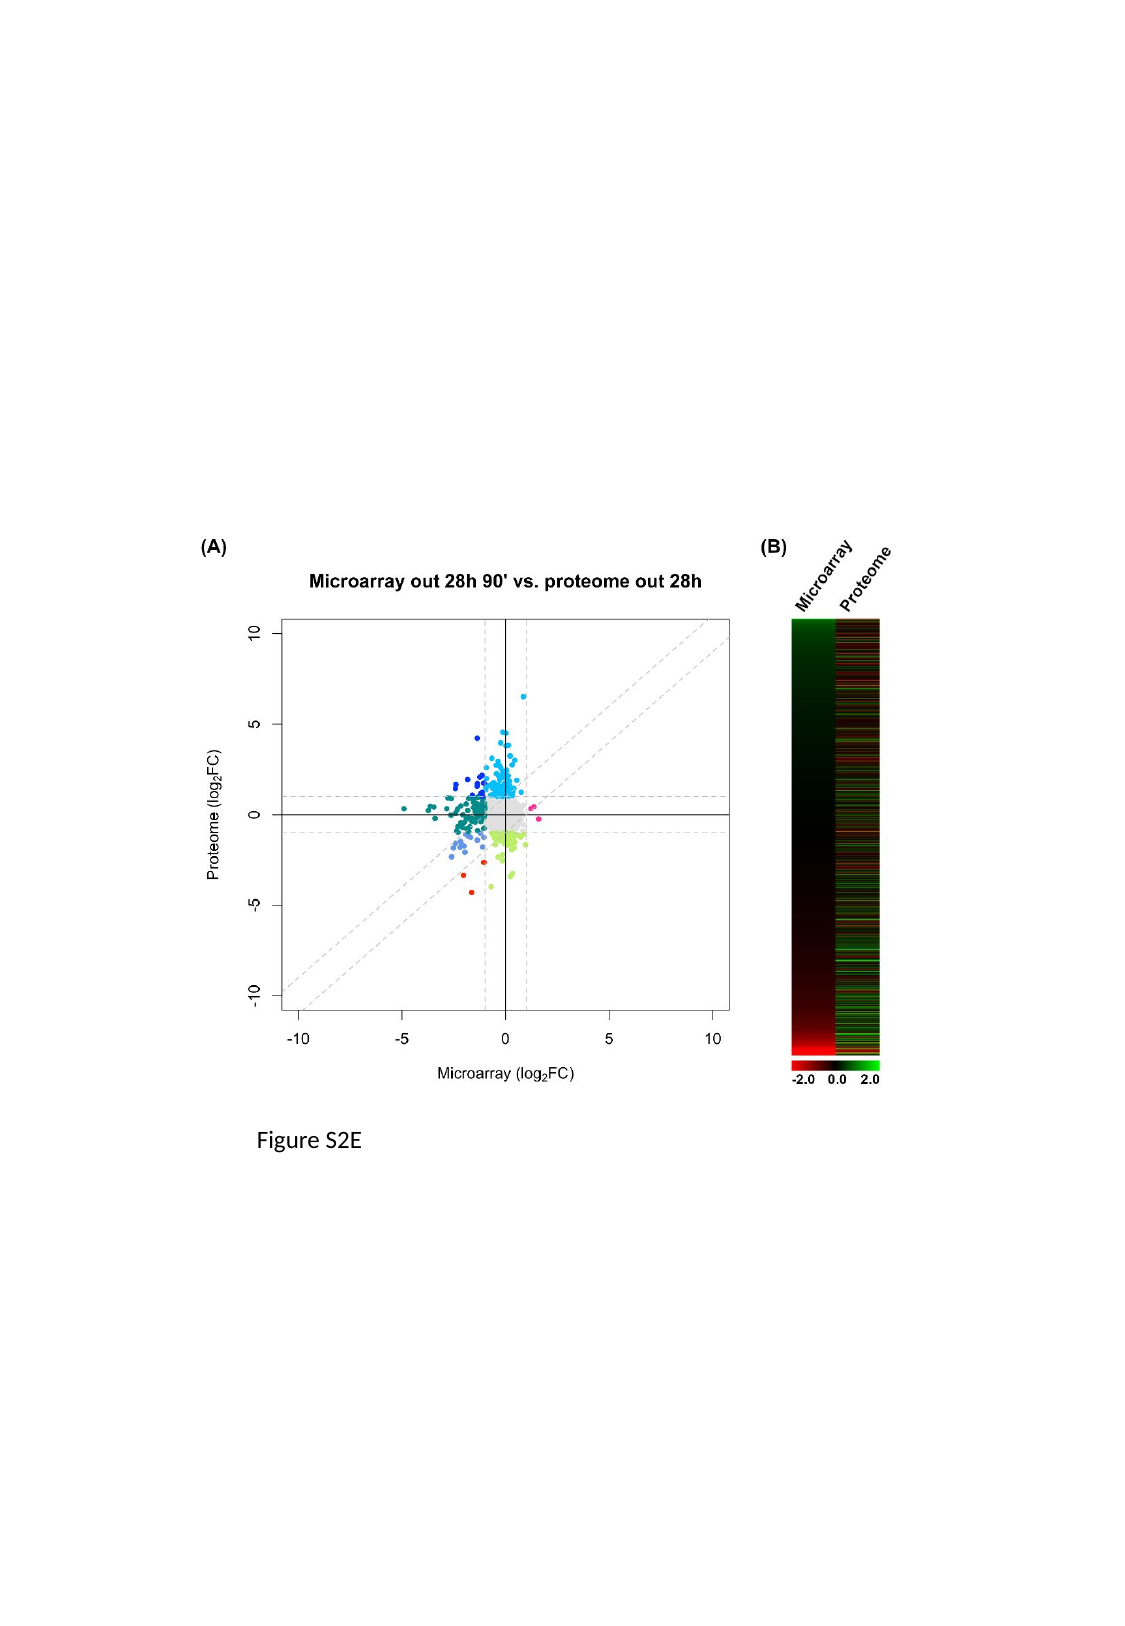

Figure S2E

## Slide 6
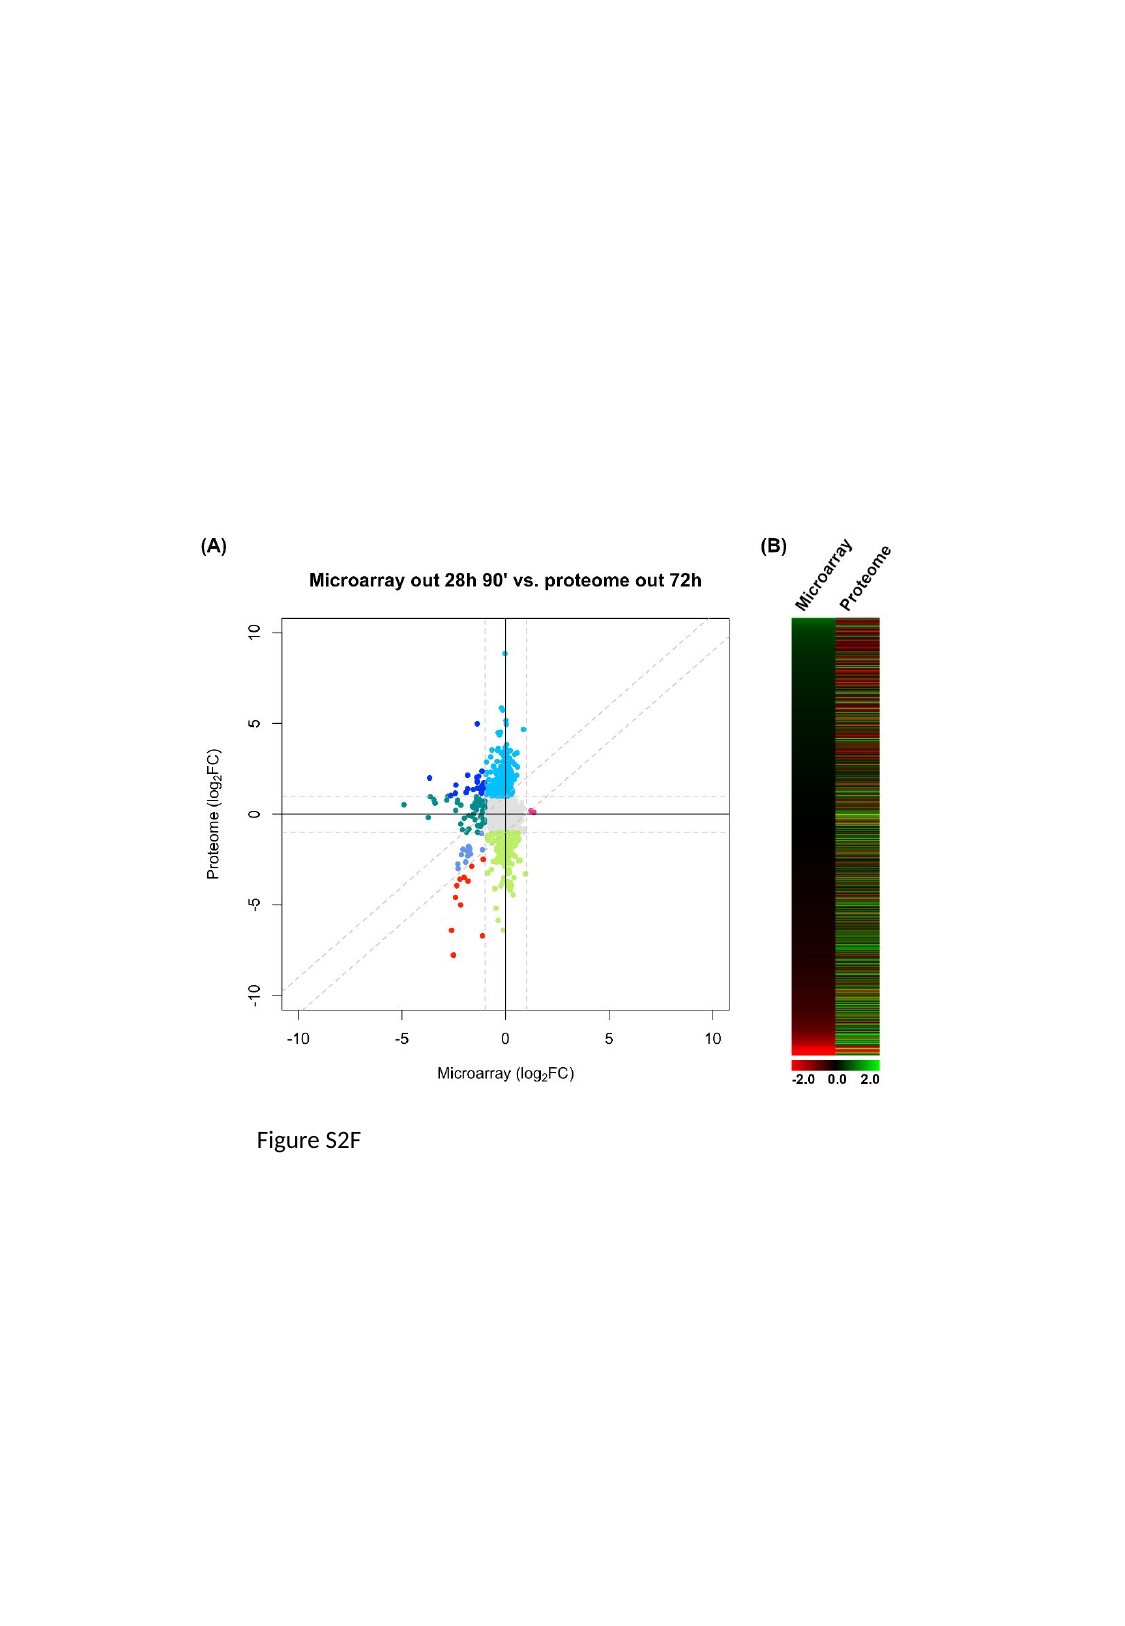

Figure S2F

## Slide 7
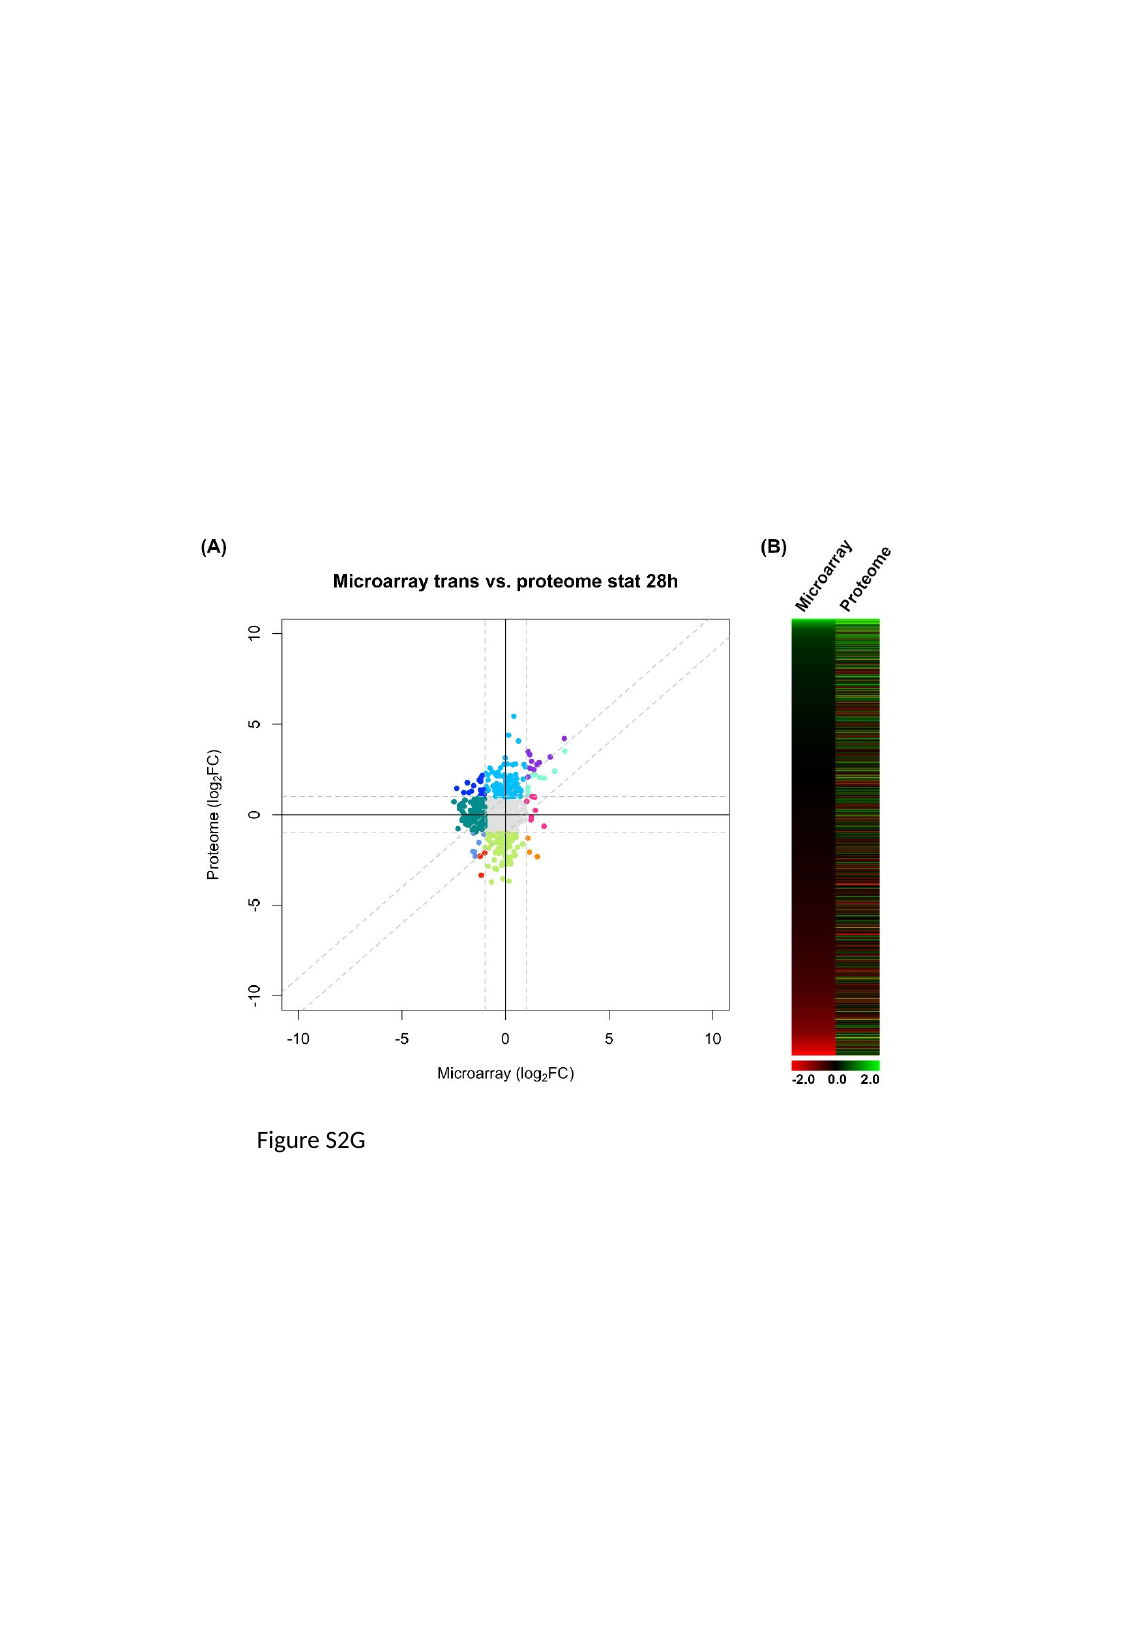

Figure S2G

## Slide 8
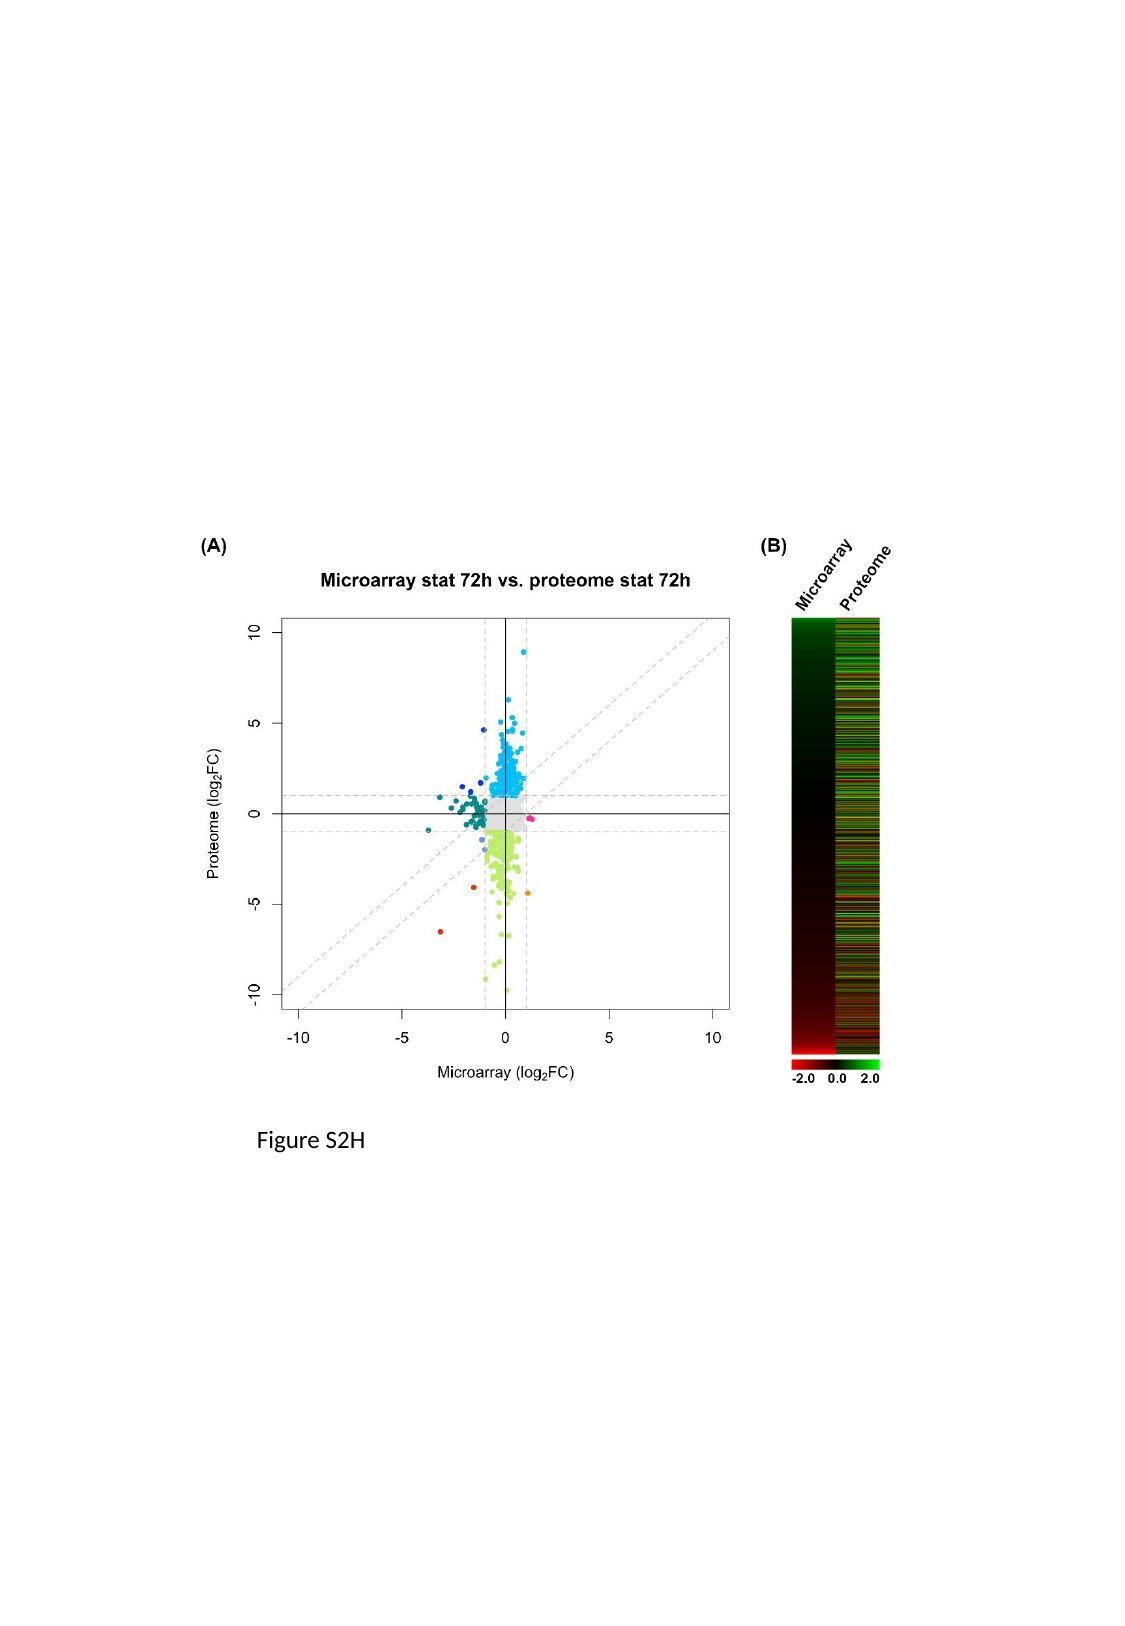

Figure S2H

## Slide 9
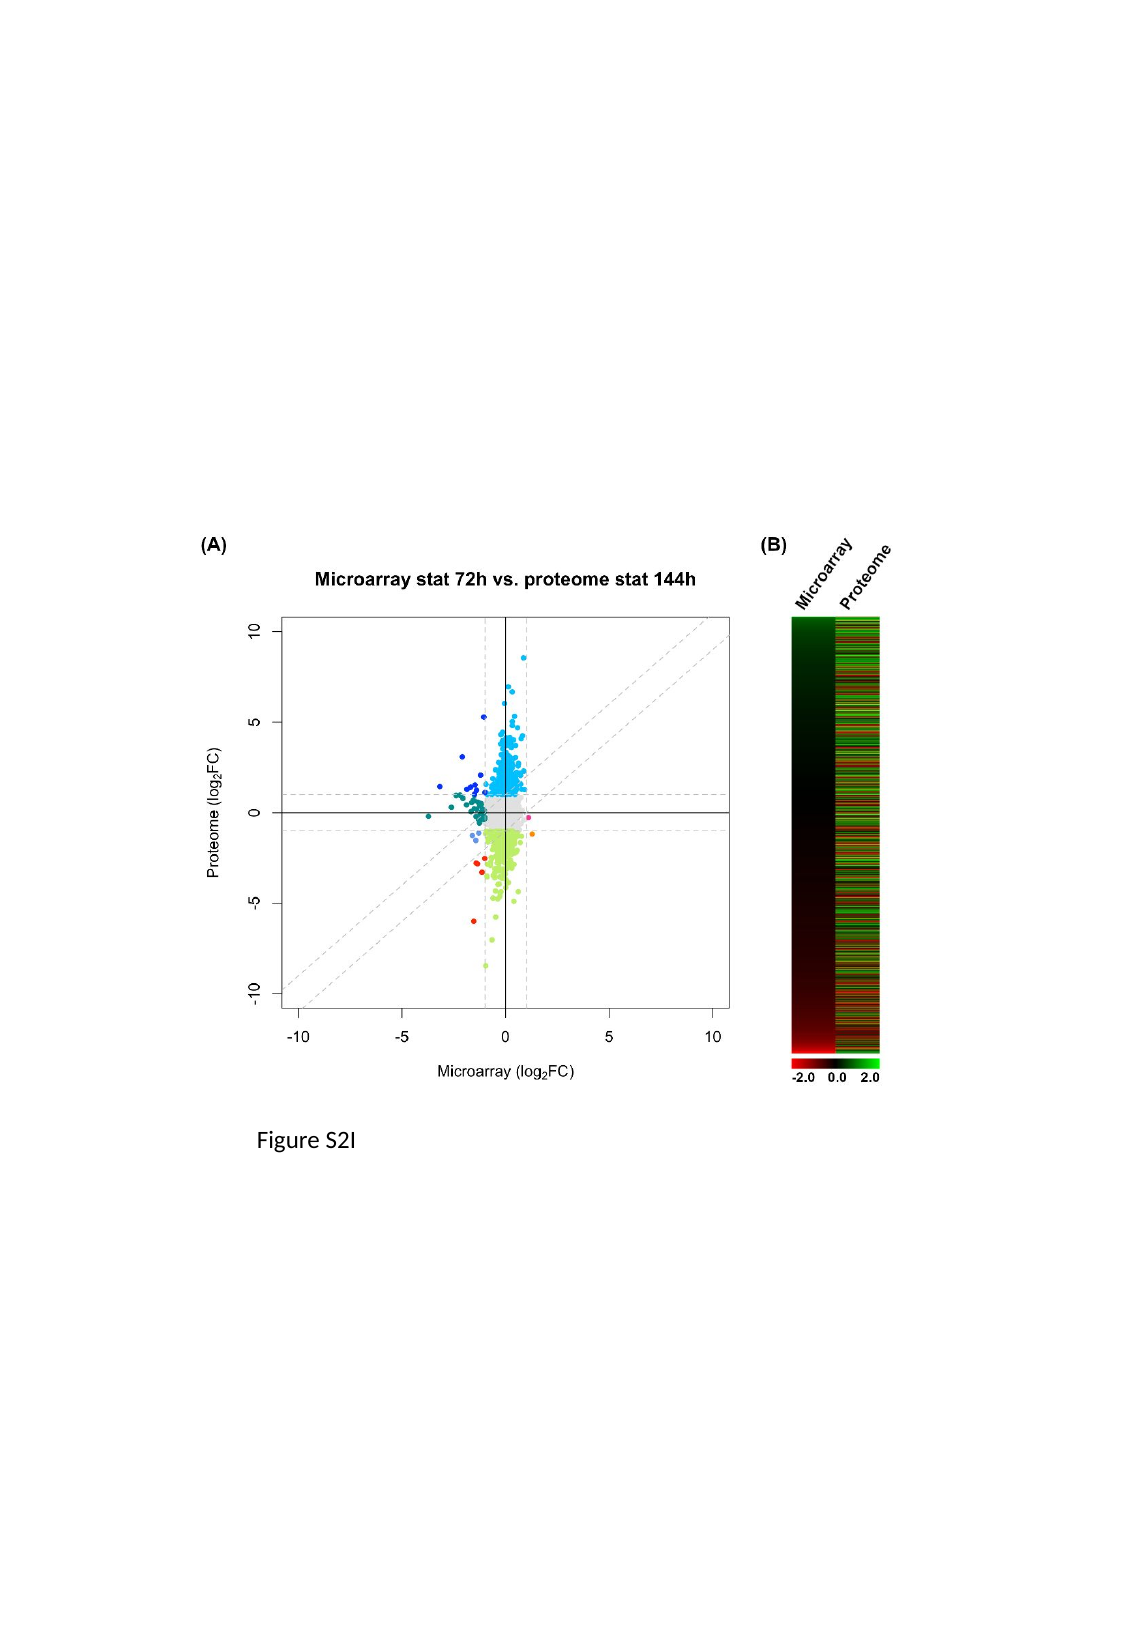

Figure S2I

## Slide 10
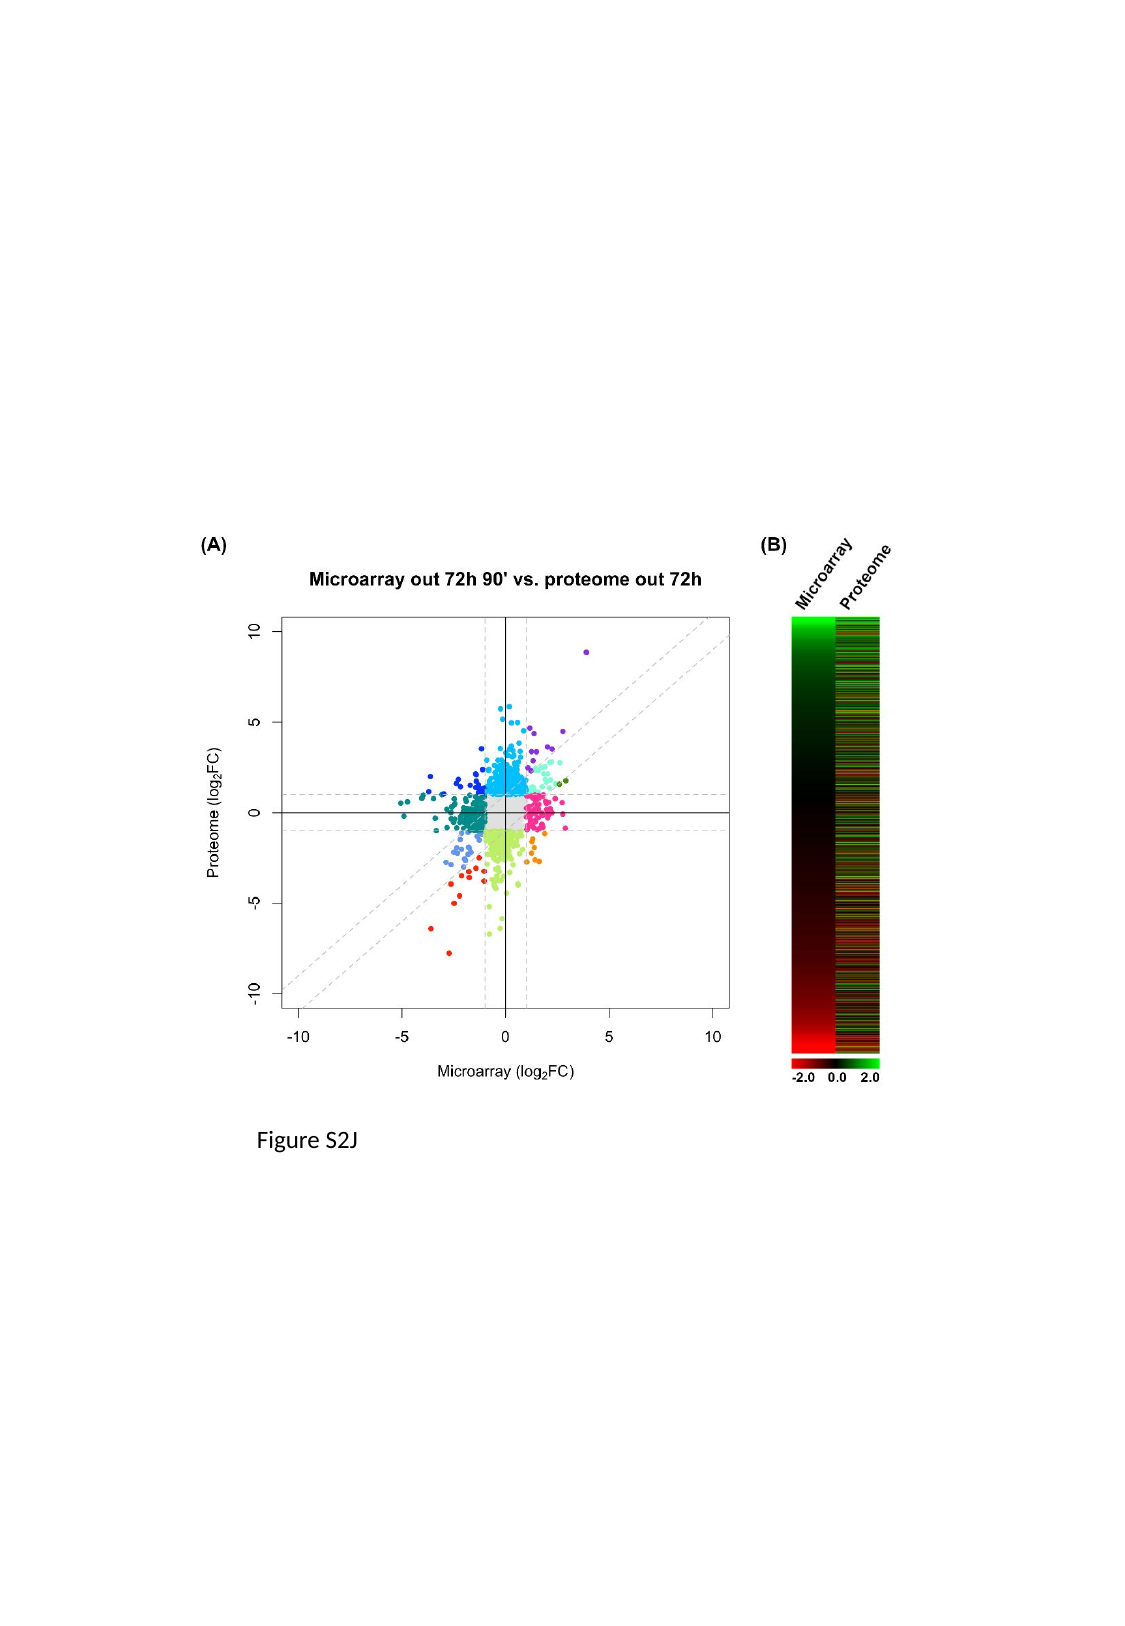

Figure S2J

## Slide 11
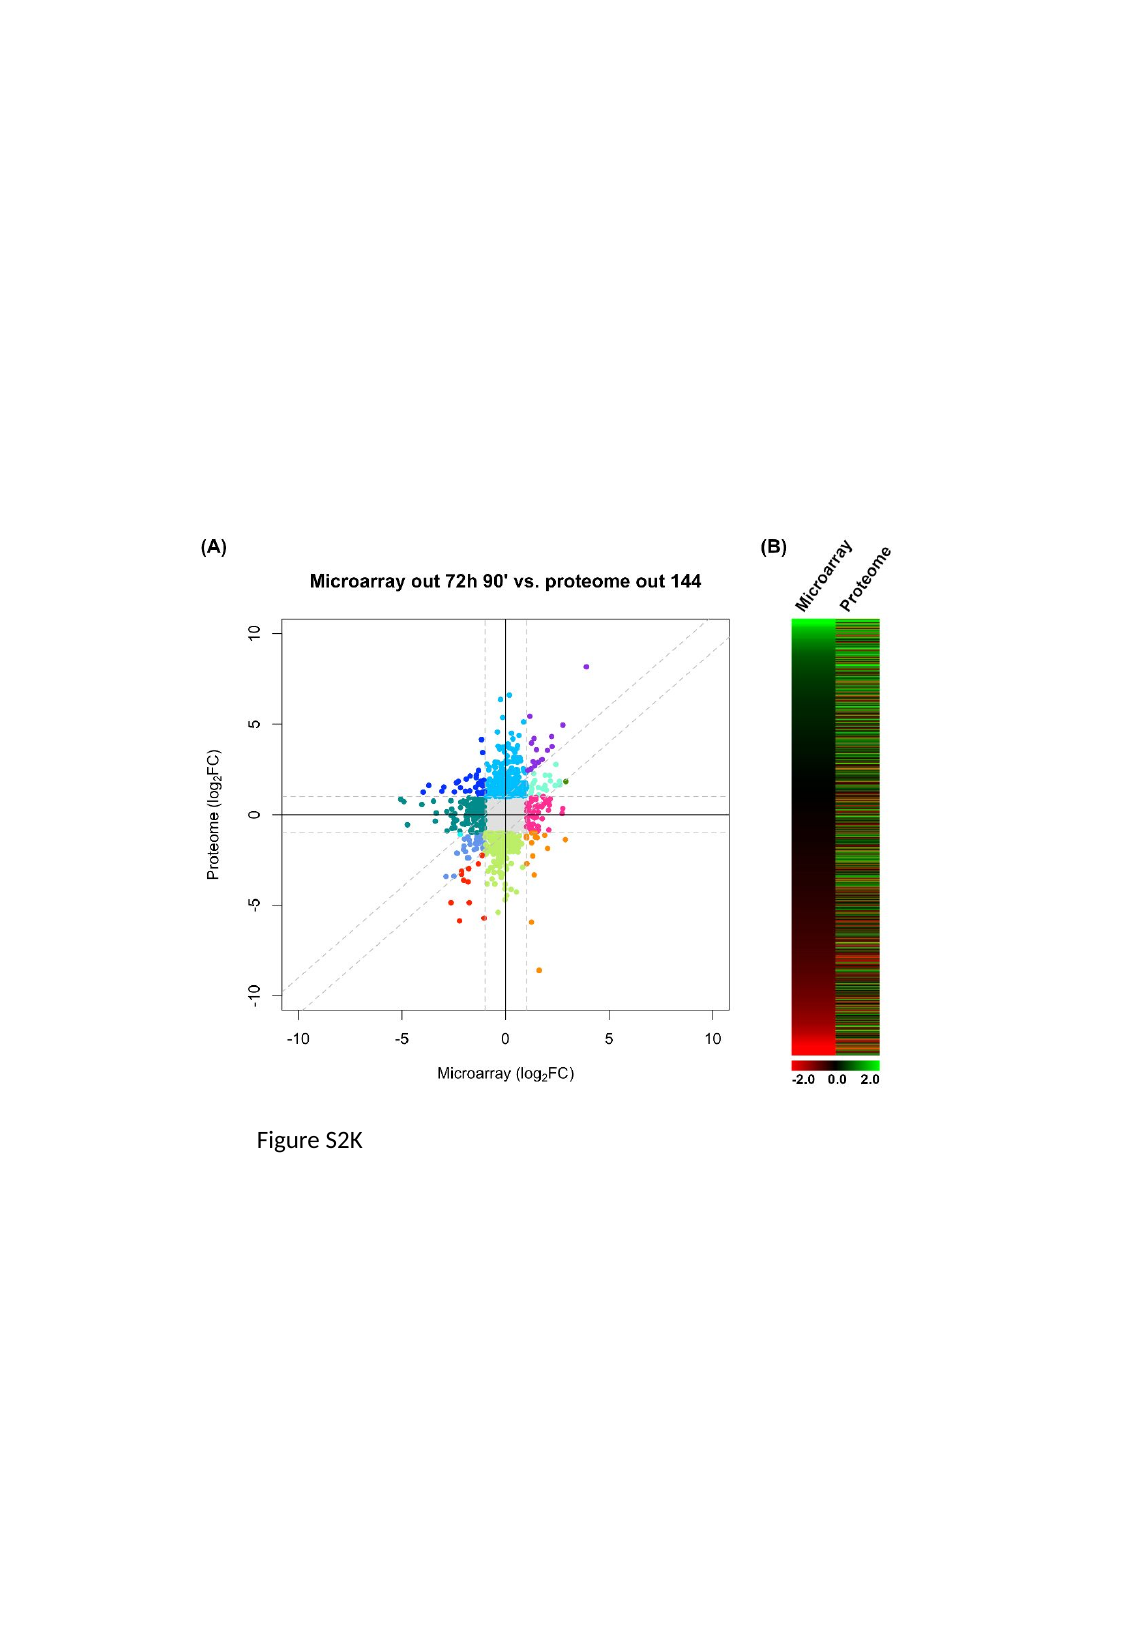

Figure S2K

How the deposited data were processed for this re-analysis (not part of the article)

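RNA of *Rhodobacter sphaeroides* was measured on 19 two-colour Agilent arrays, 11 from cultures under low aeration and 8 from aerobic cultures. On every array the later growth phase was labelled with Cy3 and exponential phase with Cy5, and RNA of 3 cultures was pooled per array. Under low aeration there were 2 arrays each for the transition phase and for the outgrowths at 20 min and 90 min after 28 h and after 72 h, and 1 stationary phase array. Aerobic cultures had 2 arrays each for transition phase, stationary phase and outgrowth at 20 min and 90 min. Sample labels give 57 h in stationary phase for the outgrowths that the paper names 72 h. The hour of the stationary phase array is not in its label. Other stationary phase arrays under low aeration were not analysed here.
The intensity values were made by the authors with the Agilent Feature Extraction software (file headers) and are the median pixel brightness of each spot and of the ring around it, without normalization. In the same files, the log10 ratios that the authors obtained from Feature Extraction are of Cy5 over Cy3 after background detrending and dye normalization. A further table by the authors holds normalized log2 ratios of the later phase over exponential phase for each spot. Its background correction and normalization are not stated in the text, which refers to an earlier publication for the arrays. Its scale was found from its values, since their means over probes and arrays equal the paper's log2 fold changes.
The fold changes reported here were computed from the intensities in R 4.3.3 with limma 3.58.1. Intensities were corrected with normexp (offset 50) using the local background, and normalized by loess within each array on the spots that are not controls and carry no outlier mark. It had been planned to use mean intensities, but the files hold medians, which were used. Of 15744 spots, 15208 are not controls, and they hold 13218 probes, 1990 of them spotted 2 times, for 4516 features with up to 3 probes each. Log2 ratios were averaged over spots and then over probes. A feature was counted as detected in a phase if at least 1 probe was well above background in at least 1 channel on every array of the phase. Changes past 0.65 in the mean of 2 pools were counted with the paper's threshold among detected features other than those named IGR. The latter are intergenic regions and include the sRNAs of Table S3, while 37 features named for other RNAs, such as antisense RNAs, were kept.
Growth phases were tested against exponential phase with limma on the 11 arrays under low aeration, which share one estimate of the spread (residual degrees of freedom 5, prior degrees of freedom 2.66). Aerobic phases were tested on the 8 aerobic arrays, and the interaction of growth phase with aeration on all 19. P-values were adjusted by Benjamini-Hochberg over the features detected in the phase or phases, with a threshold of 0.05. With 2 arrays per phase the estimate of the spread rests on few degrees of freedom. Tested on simulated data for the transition phase, 98% of 200 changed features were recovered, with 7 false calls among 4219 features. Pool numbers were checked as possible pairs across phases by correlating the differences between pools. Under low aeration the median r was -0.0398, from -0.202 to 0.810, where the highest is for 20 min and 90 min after 72 h, and the same times after 28 h had 0.315. In aerobic cultures the median was 0.410. What the numbers share is not in the labels, but pool 1 always lay in row 1 of its slide and pool 2 in row 2. Pool number and slide row therefore cannot be told apart. After 72 h, 60.8% and 67.5% of Cy5 spots were well above background in row 1, at 20 min and 90 min. In row 2 these were 88.1% and 88.8%. They were not used as pairs in the analysis, but in alternatives with the pool number as a block over all phases and within each outgrowth.
Local background in the Cy3 channel was low on all arrays, while negative control spots had between 32.5% and 72.3% of the median spot intensity, with the highest share in the outgrowth after 72 h, so dim features are measured with less certainty than bright ones. Arrays lie on 3 slides scanned on 2 days. The outgrowths after 72 h have a slide and scan day of their own, and aerobic cultures have a slide of their own.
Features carry numbers, and gene names came from Tables S1 and S4 of the paper, which were in hand in part (2667 genes, 2627 of them with values in at least 3 phases). A feature took the name of the gene whose log2 fold changes equalled the authors' values to 6 digits in at least 3 phases. This named 2161 features, and 0 of 2667 genes with shuffled values were matched. Among neighbouring genes, 98.9% had neighbouring numbers. A looser rule for near matches was tried and dropped. For 1367 named features the tables give a protein ratio, and these protein ratios are the paper's. Names therefore rest on the authors' normalized values, which are also one of the alternatives. The build and annotation behind the probes are not stated, and no positions are given.
The genes named in the text are those whose transcripts the paper discusses, and in each phase the 3 features with the largest increase and the 3 with the largest decrease among those called and changed in the same direction in both pools. Of these, features without a name are mostly left out. The alternatives were no background subtraction, median centring in place of loess, the log ratios of Feature Extraction, the authors' normalized log2 ratios, no detection filter, a detection filter on both channels, the median over probes, the pool number as a block, all arrays in one fit, correlation across pools, rank correlation, a threshold of 1, counting only the numbered gene features, and leaving out each array in turn. 2 more, the detrended background of Feature Extraction and the pool number as a block within each outgrowth, were chosen after seeing the data.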

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

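Growth phases, aeration and samples below were chosen for a closer look because a contrast between groups differed, or because the paper does not report on the data. The tests on slide and scan day, the margin used for a mislabelled array and the block within each outgrowth were chosen after the result was seen. The other tests in this part were set earlier.
Outgrowth after 72 h differed from outgrowth after 28 h. At 20 min limma called 2972 of 4288 features with a Benjamini-Hochberg adjusted p under 0.05, with a median difference of 0.53 in size, and at 90 min 2848 of 4215 features with 0.51. The difference between the pools divided by 2 had a standard deviation of 0.158 after 72 h at 20 min, compared to 0.0580 after 28 h. This larger spread as the whole cause is argued against, as this difference passed 0.65 for 12 transcripts, compared to 1990 for the mean. Errors common to both arrays would not show in it. A dim Cy3 signal as the whole cause is argued against as well, since among the brightest of 3 groups of transcripts the percentage past 0.65 was 2.89 times that after 28 h at 20 min. Another exponential phase RNA on this slide could carry part of the difference. The Cy5 channel, which holds the exponential phase, carried 24.0% of its variance at 20 min and 26.7% at 90 min, which lies between the shares predicted with and without such a cause. Slides with arrays of both outgrowths number 0, so slide, scan day and duration of stationary phase cannot be told apart. A longer stationary phase stays open as a biological explanation.
Within an outgrowth, the samples at 20 min and 90 min lie on the same slide. After 28 h, limma called 216 of 4250 features between them, and 800 had an unadjusted p under 0.05. This number fell to between 9 and 30 with any 1 of the 4 arrays left out and to 27 with median centring, and it rose to 484 without background subtraction. After 72 h limma called 618 of 4382 features (unadjusted 1162), between 377 and 670 with any 1 array left out and 156 with median centring. Without the second array at 20 min it was 377. With the pool number as a block within each outgrowth, the calls rose to 546 after 28 h and 1121 after 72 h. The pools spread more after 72 h under a shared estimate, so calls after 28 h and 72 h are not directly comparable. The time of outgrowth stays open as a biological explanation, and the dependence on loess or median centring leaves open how much of it is due to normalization.
Aerobic cultures are not reported on in the paper. Against exponential phase, limma called 3337 of 4334 features in aerobic transition phase, 3645 of 4352 in stationary phase, 2607 of 4389 at 20 min and 1802 of 4384 at 90 min of outgrowth. The percentage of transcripts past 0.65 was 19.6%, 33.0%, 12.1% and 4.88%. With 1 array left out, the calls were between 1699 and 1795 at 20 min and between 738 and 739 at 90 min. These are comparisons within 1 slide. No technical explanation was tested for them. Growth phase differs by design, and so does the dye, since the later phase was labelled with Cy3 on every array.
Growth phase changes differed between aerobic cultures and low aeration. The limma interaction called 1338 of 4188 features for the transition phase (422 higher and 916 lower in aerobic cultures), 1263 of 4319 for the outgrowth at 20 min and 1045 of 4247 at 90 min, with the outgrowth after 28 h as the partner under low aeration. At 90 min it called between 537 and 772 features with 1 array left out, the lowest without the first array under low aeration. Slides with both aerobic and low aeration arrays number 0, so aeration and slide cannot be told apart. Aeration and the time in stationary phase before outgrowth stay open as biological explanations, and neither was tested apart from the other.
The stationary phase array under low aeration had 695 of 3269 transcripts past 0.65 (21.3%), 130 increased and 565 decreased. It is 1 array, and the difference was not tested. Noise of a dim array is argued against, since it correlated with the mean of the aerobic stationary phase arrays, on another slide, with r = 0.745. A mislabelled array of another phase stays open. Its highest r with another phase under low aeration was 0.737, for the outgrowth after 72 h at 20 min, which is lower than with aerobic stationary phase but by less than a margin set after these values were seen. By the earlier prediction, without this margin, the value goes against a wrong label. With the paper's values for stationary phase at 28 h and 72 h it had r = 0.587 and 0.560 across 1658 features, while the paper's values for the 2 hours correlated with each other with r = 0.915. With the authors' values, 26.0% of its transcripts passed 0.65, which is more than the paper's Table 1 gives for either hour. The array thus differs from both of the paper's samples by more than these differ from each other, and which sample it holds stays open.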

How the results depend on the processing

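The analysis and 13 alternatives, besides leaving out each array, were chosen before the data were examined. The detrended background of Feature Extraction and the pool number as a block within each outgrowth were chosen after the result was seen. Values below cover 46 comparisons and 53 values of single genes. Unless a reason is given, the cause was not tested. The order is transition phase, then 20 min and 90 min after 28 h, then 20 min and 90 min after 72 h.
Without background subtraction, the number of transcripts past 0.65 fell to 419, 380, 1030 and 848 (after 28 h at 90 min it was within 1.5 times), and with the authors' normalized values to 428, 383, 1034 and 848. Of the transcripts counted without subtraction, 414, 376, 289, 1023 and 846 were the same as with normexp. The interquartile range was 0.41, 0.31, 0.25, 0.61 and 0.56 without subtraction, and the same to 2 decimals with the authors' values. In both cases r of the outgrowth transcripts after 72 h with the paper's protein ratios after 144 h was 0.192. The contrast of 90 min with 20 min after 28 h rose to 484 and 459 limma calls.
With median centring, the interquartile range was 0.65 in the transition phase, 0.49 after 28 h at 20 min, and 1.36 and 1.15 after 72 h. The correlation of the transition phase with 28 h at 20 min was 0.568, of 28 h at 20 min with 72 h at 20 min 0.525, of 28 h at 90 min with 72 h at 20 min 0.469, and of both times after 72 h 0.960. With the protein ratios after 72 h and 144 h, r was 0.284 and 0.214. Limma called 967 features after 28 h at 90 min, 27 and 156 between 90 min and 20 min after 28 h and 72 h, and 884 and 651 for the interaction in transition phase and at 90 min.
With the log ratios of Feature Extraction, 1008 transcripts passed 0.65 in the transition phase and 592 after 28 h at 90 min. The interquartile range was 0.74, 0.60, 0.46, 1.83 and 1.497, r between both times after 72 h was 0.947, and r with the protein ratios was -0.0359 after 28 h, 0.260 after 72 h and 0.195 for 144 h. A threshold of 1 gave 316, 273, 200, 1176 and 974 transcripts, fewer by construction.
The interquartile range after 28 h at 20 min was 0.46 with no detection filter, 0.46 with the filter on both channels, 0.46 with the median over probes and 0.48 with the detrended background. Its pools were close, so small shifts pass their spread. The filter on both channels gave 1.37 and 1.11 after 72 h, and r = 0.196 with the protein ratios after 144 h. All arrays in one fit gave 384 limma calls between 90 min and 20 min after 28 h, and the detrended background 328. Across pools, r between both times after 72 h was 0.917.
Rank correlation was 0.360 and 0.276 for the transition phase with 20 min and 90 min after 28 h, 0.834 within 28 h and 0.948 within 72 h. For 28 h at 20 min with 72 h at 20 min and 90 min it was 0.339 and 0.38, and for 28 h at 90 min 0.241 and 0.279. With protein ratios it was 0.0580 in the transition phase, -0.203 after 28 h, -0.269 for 28 h with proteins after 72 h, 0.203 after 72 h and 0.141 for 144 h.
With any 1 array of a phase left out, and the lone array assumed to vary like the other phases, limma called 1656 to 1980, 1225 to 1359 and 649 to 928 features in transition phase and after 28 h, where fewer arrays leave fewer calls. The contrasts of 90 min with 20 min gave 9 to 30 after 28 h and 377 to 670 after 72 h, the interaction at 90 min 537 to 772, and aerobic outgrowth 1699 to 1795 at 20 min and 738 to 739 at 90 min. The interquartile range after 28 h at 20 min was 0.47 to 0.48, r between both times after 72 h was 0.937 to 0.956, and r with the protein ratios after 72 h was 0.266 to 0.277.
With the pool number as a block, limma called 2678, 2275, 1721, 3661 and 3563 features. The contrasts of 72 h with 28 h gave 3024 and 2909, and those of 90 min with 20 min gave 214 after 28 h and 673 after 72 h. Aerobic phases gave 3549, 3802, 2949 and 2271, and the interaction 1455, 1404 and 1178. None moved past 1.5 times. This block assumes a pool effect common to all phases. With a block of its own within each outgrowth under low aeration, the contrasts of 90 min with 20 min rose to 546 after 28 h and 1121 after 72 h, and those of 72 h with 28 h were 3407 and 3315.
Directions within a count also shifted. After 72 h, the features higher at 90 min than at 20 min made up 40.3% of calls without background subtraction and 39.9% with the authors' values, compared to 51.5%. After 28 h this was 33.3% with median centring, compared to 69.4%. Of transcripts past the threshold after 28 h at 20 min, 34.8% were increased with the log ratios of Feature Extraction and 9.16% with a threshold of 1, compared to 21.1%.
After 72 h at 20 min, 1379 transcripts were increased and 1323 decreased with the log ratios of Feature Extraction, where the decreased ones prevailed in the analysis and under each other alternative. Among limma calls, the prevailing direction changed under at least 1 alternative in every phase and contrast and in the interaction at 20 min and 90 min, but not in the interaction in transition phase. The correlation of transcripts with protein ratios changed its sign in the transition phase (-0.0134, and 0.00859 without replicate 2 and 0.0580 by rank) and for 28 h with proteins after 72 h (0.0181, and -0.269 by rank).
Of the values of single genes, the increases of *chrR*, *cobQ* and RSP_1415 in the transition phase and the decrease of RSP_1884 after 72 h at 90 min were no longer called with median centring (adjusted p from limma with Benjamini-Hochberg adjustment 0.114, 0.0574, 0.108 and 0.0754). With 1 array left out, the same held for *chrR*, *cobQ* and IGR_2249 in the transition phase and for RSP_1884. The decrease of RSP_2974 was called without background subtraction, with the authors' values, with the median over probes and with all arrays in one fit. Where a value could be computed, the other called genes kept their direction and stayed called under each alternative, and *cobC* and *cobD*, which were not called, were called under none. With the filter on both channels, 45 of the 53 values could be computed.
Slide or scan day as a block was not run, as each phase lies on 1 slide. Signal over background limits what can be said of dim transcripts. Median local background in Cy3 was 27.5 on the first array of the transition phase. Negative controls were at 1146 there and the median spot at 2850. A subtraction of the local background alone would therefore leave most of the signal of empty spots. Normexp also fits a background to the intensities after this subtraction, and how much of this signal it removed was not measured. The counts of transcripts past the threshold depend on how the background is treated. Both outgrowths after 72 h had higher counts than the other phases under each alternative.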

Differences from the paper's values

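The alternatives named below were set before the data were examined, except the detrended background, which was chosen after seeing the data and reached none of the paper's values that differ. A value is said to be reached where it no longer counted as different from the paper's, which does not mean that it was equal. The margin was wide for numbers of transcripts. After 72 h at 20 min, 836 increased transcripts with median centring counted as reaching the paper's 583. The margin was narrow for correlations with protein ratios. For 72 h with proteins after 144 h, 0.192 without background subtraction did not count as reaching the paper's 0.182. Alternatives not named in a sentence did not reach it.
The number of transcripts past 0.65 was the paper's 397 and 655 here in the transition phase, reached without background subtraction, with the authors' normalized values, with the detection filter on both channels, with a threshold of 1 and without replicate 2. In the outgrowth it was the paper's 353 and 578 here after 28 h at 20 min, the paper's 1117 and 1990 here after 72 h at 20 min and the paper's 910 and 1711 here after 72 h at 90 min, each reached without background subtraction, with the authors' values and with a threshold of 1.
As percentages these were the paper's 9.26% and 15.9% here in the transition phase, reached without background subtraction, with the authors' values, with a threshold of 1 and without replicate 2. After 28 h at 20 min they were the paper's 8.24% and 13.6% here, after 72 h at 20 min the paper's 26.67% and 46.1% here and at 90 min the paper's 21.71% and 39.9% here, each reached without background subtraction, with the authors' values and with a threshold of 1.
Increased transcripts were the paper's 84 and 156 here in the transition phase and the paper's 415 and 785 here after 72 h at 90 min, both reached without background subtraction, with the authors' values and with a threshold of 1. After 28 h at 20 min they were the paper's 56 and 122 here, reached without background subtraction and with the authors' values. After 28 h at 90 min they were the paper's 40 and 74 here, reached without background subtraction, with the authors' values, with a threshold of 1 and without replicate 1. After 72 h at 20 min they were the paper's 583 and 933 here, reached without background subtraction, with the authors' values, with median centring, with the filter on both channels and with a threshold of 1.
Decreased transcripts were the paper's 313 and 499 here in the transition phase, reached without background subtraction, with the authors' values, with the filter on both channels, with a threshold of 1 and without replicate 2. After 28 h at 20 min they were the paper's 297 and 456 here, reached by the same alternatives except leaving out an array. After 72 h they were the paper's 534 and 1057 here at 20 min and the paper's 495 and 926 here at 90 min, both reached without background subtraction, with the authors' values and with a threshold of 1.
Interquartile ranges after 72 h were the paper's 0.7212 and 1.20 here at 20 min and the paper's 0.6492 and 1.06 here at 90 min, both reached without background subtraction and with the authors' values. The percentage of sRNAs without change in any phase was the paper's 22% and 11.5% here, where stationary phase is left out here, and was reached without background subtraction (16.3%) and with the authors' values (18.3%).
Correlations of transcripts with protein ratios cover here only the genes that were named. Pearson's r was the paper's 0.025 and -0.0134 here in the transition phase, reached without replicate 2, and the paper's -0.048 and -0.0197 here after 28 h, reached with the log ratios of Feature Extraction. It was the paper's -0.032 and 0.0181 here for 28 h with proteins after 72 h, the paper's 0.245 and 0.274 here after 72 h and the paper's 0.182 and 0.204 here for 72 h with proteins after 144 h, and no alternative reached these. Spearman's coefficient was the paper's 0.084 and 0.0580 here in the transition phase, reached without replicate 2, and the paper's -0.178 and -0.203 here after 28 h, reached without replicate 1. For 28 h with proteins after 72 h it was the paper's -0.231 and -0.269 here, reached with median centring and without replicate 1. After 72 h it was the paper's 0.222 and 0.203 here, reached without background subtraction, with the authors' values and with median centring. For 72 h with proteins after 144 h it was the paper's 0.163 and 0.141 here, reached by no alternative.
The paper states that a small percentage of transcripts changes in all phases but the outgrowth after 72 h. Here the transition phase had 15.9% and the outgrowth after 28 h 13.6% at 20 min and 9.37% at 90 min, above the paper's limit in the first 2. The transition phase had 10.2% without background subtraction, 10.4% with the authors' values and 7.68% with a threshold of 1, and 28 h at 20 min had 8.97%, 9.04% and 6.44%. In the outgrowth after 72 h at 20 min, the paper's Table 1 has more increased than decreased transcripts, and here 933 were increased and 1057 decreased. With the log ratios of Feature Extraction the increased ones prevailed, with 1379 and 1323. The paper states that the proteome is more dynamic than the transcriptome. In the same genes, 22.7% of transcripts and 24.1% of the paper's protein ratios passed 0.65 in the transition phase and 44.8% and 43.0% after 72 h, while 12.6% and 19.8% did so after 28 h. Without background subtraction the transcripts were at 16.4%, 26.4% and 9.38%, below the protein ratios in each. The paper states that of a list of genes with decreased proteins, only *fbcB* had decreased transcript levels in the transition phase. RSP_2787 had a log2FC of -0.91 here, and -0.44 without background subtraction and -0.45 with the authors' values, inside the threshold of 0.65 in both. The transcript of *fghA* had a log2FC of -0.35, which is inside this threshold. It was called decreased, with adjusted p = 0.00242 from limma with Benjamini-Hochberg adjustment.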

Other observations

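The test that sets bright against dim transcripts, the test on the reliability of the RNA values and the use of the log ratios of Feature Extraction beside the detrended background were chosen after the result was seen. The other tests in this part were set earlier.
Fewer transcripts passed 0.65 without background subtraction than with normexp. Signal of empty spots left in both channels may pull log ratios towards 0 without subtraction, and would do so most for dim transcripts. In the outgrowth after 72 h at 20 min, the percentage past 0.65 with normexp was 5.84 times that without subtraction in the dimmest of 3 groups of transcripts and 1.28 times in the brightest. A larger spread of dim transcripts with normexp would give the same pattern, and probes of 1 feature passed 0.65 in opposite directions for 235 features in this phase.
Few transcripts passed 0.65 in the transition phase and the outgrowth after 28 h. Signal of empty spots left in the values could hide changes there. With the detrended background, the number after 28 h at 20 min was 1.05 times that with the local background. Normexp was applied after either background, so this ratio cannot tell whether such signal is left. The log ratios of Feature Extraction, which also follow background detrending, gave 833 transcripts past 0.65 compared to 578 there. In the transition phase they gave 1008 compared to 655. They differ from the analysis in more than the background, so this explanation stays open.
Correlations between growth phases under low aeration could come from RNA of exponential phase, to which all of these arrays were compared. Across pools, r between the 20 min outgrowths after 28 h and 72 h was 0.467, compared to 0.471 for the means. Exponential phase RNA common to the arrays under low aeration would remain in both values. Aerobic cultures were compared to aerobic exponential phase instead. Across aeration, r was 0.600 between both transition phases and 0.558 for 72 h at 20 min with aerobic stationary phase. It was -0.0935 for 28 h at 90 min with aerobic transition phase. Such pairs go both ways, so the shared exponential phase RNA stays open as an explanation. A dye bias common to all arrays could also raise r, but the lowest r over all pairs of phases, aerobic cultures included, was -0.0935. A change common to growth phases stays open as a biological explanation.
The low correlation of transcripts and protein ratios in the transition phase could come from noise between the arrays or from dim transcripts. The reliability of the mean RNA values, from the correlation of the pools, was 0.975, which argues against noise that the pools do not share. A correction of r for this reliability could not bring an r near 0 away from 0. Among the brightest of 3 groups r was 0.0238, which argues against dim transcripts. Errors common to both arrays and noise of the protein ratios were not tested.
Transcripts of 31 named photosynthesis genes were lower than in exponential phase in all 5 phases, each past 0.65 and called by limma. The median log2FC was -1.86, -2.32, -2.54, -3.21 and -3.31 in the order transition phase, 28 h at 20 min and 90 min, and 72 h at 20 min and 90 min. The medians without background subtraction were -1.52, -1.98, -2.14, -2.24 and -2.32, and with median centring -1.93, -2.35, -2.49, -3.54 and -3.45. The transcript of *hemN* (RSP_0317) had a log2FC of -2.96 in the transition phase (-2.25 and -3.66 in the pools). Its probes were well above background in the Cy3 channel on 1 of the 2 arrays, so the size of this decrease is uncertain.
RSP_1016 had a log2FC of 3.93 at 20 min and 3.96 at 90 min of outgrowth after 72 h (3.85 and 4.08 in the pools at 90 min). At 90 min, the log2FC of the polyamine/opine transporter genes was -1.04 for RSP_1882, -0.78 for RSP_1883, -0.59 for RSP_1884 and -0.61 for RSP_1886. In this order it was -0.60, -0.31, -0.22 and -0.25 without background subtraction, each inside 0.65, and -1.27, -1.52, -1.66 and -1.23 with the log ratios of Feature Extraction. Probes of RSP_1883 lay between -1.69 and 0.30 and those of RSP_1884 between -1.90 and 0.71, and none of the probes of RSP_1884 was well above background in both channels on both arrays. For RSP_1884 the pools had -0.12 and -1.06, with an adjusted p of 0.0423 from limma with Benjamini-Hochberg adjustment and of 0.641 without the second pool (between 7.05e-05 and 0.641 over the alternatives). IGR_0827 on the sense strand already had a log2FC of 2.77 in the outgrowth after 28 h at 20 min, and IGR_2249 on the sense strand had -3.13 in the transition phase. The latter had an adjusted p of 0.00605 from limma with Benjamini-Hochberg adjustment, and of 0.0790 without the second pool (between 1.26e-05 and 0.0790 over the alternatives).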
